# Transcriptomic Analysis of Two *Thioalkalivibrio* Species Under Arsenite Stress Revealed a Potential Candidate Gene for an Alternative Arsenite Oxidation Pathway

**DOI:** 10.3389/fmicb.2019.01514

**Published:** 2019-07-04

**Authors:** Anne-Catherine Ahn, Lucia Cavalca, Milena Colombo, J. Merijn Schuurmans, Dimitry Y. Sorokin, Gerard Muyzer

**Keywords:** RNA-Seq, arsenic, resistance, adaptation, sulfur-oxidizing bacteria, soda lake, *soe*ABC

## Abstract

The genus *Thioalkalivibrio* includes haloalkaliphilic chemolithoautotrophic sulfur-oxidizing bacteria isolated from various soda lakes worldwide. Some of these lakes possess in addition to their extreme haloalkaline environment also other harsh conditions, to which *Thioalkalivibrio* needs to adapt. An example is arsenic in soda lakes in eastern California, which is found there in concentrations up to 3000 μM. Arsenic is a widespread element that can be an environmental issue, as it is highly toxic to most organisms. However, resistance mechanisms in the form of detoxification are widespread and some prokaryotes can even use arsenic as an energy source. We first screened the genomes of 76 *Thioalkalivibrio* strains for the presence of known arsenic oxidoreductases and found 15 putative ArxA (arsenite oxidase) and two putative ArrA (arsenate reductase). Subsequently, we studied the resistance to arsenite in detail in *Thioalkalivibrio jannaschii* ALM2^T^, and *Thioalkalivibrio thiocyanoxidans* ARh2^T^ by comparative genomics and by growing them at different arsenite concentrations followed by arsenic species and transcriptomic analysis. *Tv. jannaschii* ALM2^T^, which has been isolated from Mono Lake, an arsenic-rich soda lake, could resist up to 5 mM arsenite, whereas *Tv. thiocyanoxidans* ARh2^T^, which was isolated from a Kenyan soda lake, could only grow up to 0.1 mM arsenite. Interestingly, both species oxidized arsenite to arsenate under aerobic conditions, although *Tv. thiocyanoxidans* ARh2^T^ does not contain any known arsenite oxidases, and in *Tv. jannaschii* ALM2^T^, only *arx*B2 was clearly upregulated. However, we found the expression of a SoeABC-like gene, which we assume might have been involved in arsenite oxidation. Other arsenite stress responses for both strains were the upregulation of the vitamin B_12_ synthesis pathway, which can be linked to antioxidant activity, and the up- and downregulation of different DsrE/F-like genes whose roles are still unclear. Moreover, *Tv. jannaschii* ALM2^T^ induced the *ars* gene operon and the Pst system, and *Tv. thiocanoxidans* ARh2^T^ upregulated the *sox* and *apr* genes as well as different heat shock proteins. Our findings for *Thioalkalivibrio* confirm previously observed adaptations to arsenic, but also provide new insights into the arsenic stress response and the connection between the arsenic and the sulfur cycle.

## Introduction

The genus *Thioalkalivibrio* comprises a group of metabolically diverse, haloalkaliphilic and chemolithoautotrophic sulfur-oxidizing bacteria thriving under extreme conditions in soda lakes. They are part of the family *Ectothiorhodospiraceae* within the Gammaproteobacteria (Sorokin et al., 2001a), and include 10 described species and more than 100 isolated strains (Foti et al., 2006; Sorokin et al., 2012). *In silico* analysis of the genomes of 76 strains classified *Thioalkalivibrio* in 25 genomic species, indicating a high genomic diversity within this genus (Ahn et al., 2017). Concomitantly, members of this genus are able to use different reduced sulfur compounds as electron donors such as sulfide, polysulfide, thiosulfate, polythionates, and elemental sulfur (Sorokin et al., 2001a, 2002a,b, 2003, 2004, 2012; Banciu et al., 2004). Moreover, the strains *Thioalkalivibrio paradoxus* ARh1^T^ (Sorokin et al., 2002b), *Tv.* *thiocyanoxidans* ARh2^T^ (Sorokin et al., 2002b) and *Tv. thiocyanodenitrificans* ARhD1^T^ (Sorokin et al., 2004) are also able to oxidize thiocyanate (Sorokin et al., 2001b; Berben et al., 2017), and *Tv. denitrificans* ALJD^T^ (Sorokin et al., 2001a), *Tv. nitratireducens* ALEN2^T^ (Sorokin et al., 2003), and *Tv. thiocyanodenitrificans* ARhD1^T^ (Sorokin et al., 2004) can also grow anaerobically by denitrification. Recently, Andres and Bertin (2016) and Oremland et al. (2017) detected the presence of an *arx*A gene, which in other bacteria, is responsible for the anaerobic energy-generating oxidation of arsenite [As(III)] to arsenate [As(V)], in the genome of 11 *Thioalkalivibrio* strains. Furthermore, transcripts of the *arx*A gene that were highly similar to genes of *Thioalkalivibrio* were discovered in high abundance in Mono Lake, an arsenic-rich soda lake in eastern California (Edwardson and Hollibaugh, 2017). Soda lakes in this area possess, in addition to their characteristic extreme haloalkaline condition (Jones et al., 1977, 1998), elevated arsenic concentrations that range from 0.8 μM in Crowley Lake, over 200 μM in Mono Lake, to 3000 μM in Searles Lake (Oremland et al., 2004). However, despite the multi-extreme conditions, *Thioalkalivibrio* are found in abundance in these soda lakes (Stamps et al., 2018).

Numerous microorganisms developed mechanisms to detoxify their cells from arsenic and in some cases to even use it as an energy source. Arsenic is well known to be highly toxic to most organisms. It may contaminate soils and groundwaters that are used for food production or as a drinking water source (Mandal and Suzuki, 2002; Cavalca et al., 2013) posing severe threats to human health (Kapaj et al., 2006). The most common forms in the environment are arsenite [As(III)] and arsenate [As(V)] (Smedley and Kinniburgh, 2002), of which the reduced form is more toxic (Hughes, 2002). This toxicity is due to the fact that As(III) is able to deactivate compounds by binding to sulfhydryl groups, as are present in glutathione (Scott et al., 1993) or in cysteines (Shen et al., 2013). As(V), however, can compete with phosphate in biochemical reactions due to its chemically similar structure and properties (Wolfe-Simon et al., 2009; Tawfik and Viola, 2011). To survive the presence of arsenic, prokaryotes can perform detoxification, which includes the reduction of As(V) to As(III) followed by As(III) methylation (Qin et al., 2006) and/or the active export of As(III) out of the cell (Ben Fekih et al., 2018). In the methylation process, the As(III) S-adenosylmethionine methyltransferase ArsM transforms As(III) into methylated As(III) compounds. By this mechanism the cell forms even more toxic, highly volatile organic arsenic compounds that can escape from the cell (Qin et al., 2006). In the active transport system, bacteria pump arsenic out of the cell using the Ars gene system. It first reduces As(V) to As(III) by the arsenate reductase ArsC (Ji and Silver, 1992; Martin et al., 2001) and subsequently pumps the As(III) out by the efflux pump ArsB or ACR3 (arsenic compounds resistance) (Bobrowicz et al., 1997; Wysocki et al., 1997; Meng et al., 2004). The activity of these pumps can be augmented by an ATPase, the ArsA, which increases the resistance to arsenic even more (Rosen et al., 1988; Dey and Rosen, 1995; Rosen, 2002). ArsD is an As(III) chaperone that transfers As(III) to ArsA (Lin et al., 2006, 2007) and it also possesses a weak activity as transacting regulatory protein (Wu and Rosen, 1993). The main transacting regulatory protein of the Ars cluster is ArsR, which functions as a transcriptional repressor that activates transcription in the presence of As(III) (Wu and Rosen, 1991). In addition to detoxification, there are numerous prokaryotes that can generate energy by the oxidation of As(III) using arsenite oxidases Aio (Anderson et al., 1992) or Arx (Zargar et al., 2010), or by the anaerobic reduction of As(V) by the arsenate respiratory reductase Arr (Saltikov and Newman, 2003). These three proteins belong to the dimethyl sulfoxide (DMSO) reductase family of molybdoenzymes, also known as complex iron-sulfur molybdoenzymes (CISM) (McEwan et al., 2002; Rothery et al., 2008). They are composed by a heterodimer of a large subunit (AioA, ArxA, and ArrA) containing the molybdopterin binding site and a small subunit with an iron-sulfur cluster (AioB, ArxB, and ArrB) (Krafft and Macy, 1998; Ellis et al., 2001; Afkar et al., 2003; Zargar et al., 2010). AioC, ArxC, and ArrC are involved in electron transfer and in the case of the ArxC and the ArrC, are transmembrane proteins anchoring the protein to the periplasmic membrane (Stolz et al., 2006; Zargar et al., 2010, 2012; Van Lis et al., 2012; Kalimuthu et al., 2014; Andres and Bertin, 2016; Oremland et al., 2017; Glasser et al., 2018). Only recently, the clade of the Arx arsenite oxidase was discovered in *Alkalilimnicola ehrlichii* MLHE-1^T^ (Hoeft et al., 2007; Richey et al., 2009; Zargar et al., 2010) and in *Ectothiorhodospira* PHS-1 (Zargar et al., 2012), two haloalkaliphilic Gammaproteobacteria isolated from Mono Lake. These bacteria couple oxidation of As(III) as sole electron donor with nitrate reduction (Hoeft et al., 2007; Zargar et al., 2010) or anoxygenic photosynthesis (Kulp et al., 2008; Hernandez-Maldonado et al., 2017), respectively. Interestingly, ArxA is more similar to ArrA than it is to AioA (Richey et al., 2009; Zargar et al., 2010).

The aim of our research was to understand the mechanisms of resistance and adaptation to arsenic within the genus *Thioalkalivibrio*. We first searched in 76 *Thioalkalivibrio* genomes for genes that potentially can be involved in arsenic metabolism. Subsequently, we grew two *Thioalkalivibrio* strains at different As(III) concentrations. For this, we chose *Tv. jannaschii* ALM2^T^, which was isolated from Mono Lake (Sorokin et al., 2002a) where arsenic is present at relatively high concentrations (Oremland et al., 2004), and *Tv. thiocyanoxidans* ARh2^T^, which was isolated from a Kenyan soda lake (Sorokin et al., 2002b). We measured the As(III) oxidation capacity of the two species and performed RNA-Seq analysis to study their gene expression under arsenite stress. To our knowledge, this is the first transcriptomic work done on the arsenite stress response in chemolithoautotrophic bacteria.

## Materials and Methods

### Strains and Growth Conditions

Axenic cultures of *Tv. jannaschii* ALM2^T^ and *Tv. thiocyanoxidans* ARh2^T^ were grown in 200 ml batch cultures at 30°C on a shaker set at 100 rpm. The medium was composed of 17.5 g/l Na_2_CO_3_, 13.9 g/l NaHCO_3_, 6.1 g/l NaCl, 1 g/l K_2_HPO_4_, 0.2 g/l MgCl_2_, 40 mM Na_2_S_2_O_3_, 5 mM NH_4_Cl, and 1:1000 trace metals (Pfennig and Lippert, 1966). Sterile solutions of MgCl_2_, Na_2_S_2_O_3_ and trace elements were added from concentrated stock solutions after autoclaving. The final pH of the culture medium was adjusted to pH 9.8. As(III) as sodium arsenite (NaAsO_2_) (Sigma Aldrich, United States) was added to the medium just before inoculation of the bacteria. For the growth curves of *Tv. jannaschii* ALM2^T^ and *Tv. thiocyanoxidans* ARh2^T^, the cultures were supplemented with 0.1, 0.5, 5, or 7.5 mM As(III). Cultures without As(III) were used as reference and growth of all cultures was monitored daily by measuring the OD at 600 nm. *Tv. thiocyanoxidans* ARh2^T^ and *Tv. jannaschii* ALM2^T^ grew up to a concentration of 0.1 and 5 mM As(III), respectively (Supplementary Figure 1). Therefore, cultures were prepared at 0.1 mM As(III) for *Tv. thiocyanoxidans* ARh2^T^, and at 0.1 and 5 mM for *Tv. jannaschii* ALM2^T^ to study the As(III) resistance mechanisms by transcriptomics. Again, cultures without As(III) were used as reference and their growth was followed by OD measurements at 600 nm. Samples for arsenic species and transcriptomic analysis were taken in the exponential growth phase at an OD_600_ ∼ 0.1, which corresponded to one [reference; 0 mM As(III)] and two [0.1 mM As(III)] days after inoculation for the *Tv. thiocyanoxidans* ARh2^T^ cultures, and after one [reference; 0 mM As(III)], one [0.1 mM As(III)], and five [5 mM As(III)] days for the *Tv. jannaschii* ALM2^T^ cultures. In addition, sterile culture medium was incubated under the same conditions to check for the possibility of chemical As(III) oxidation. To test the growth with As(III) as sole electron donor, *Tv. thiocyanoxidans* ARh2^T^ was cultivated with 0.1 mM As(III), and *Tv. jannaschii* ALM2^T^ with 0.1 and 2.5 mM As(III) in culture medium prepared as described above with the exception of containing 0.025 g/l MgSO_4_ × 7H_2_O and different Na_2_S_2_O_3_ concentrations depending on the culture (0, 1, 5, 10, and 40 mM). All experiments were done in triplicate.

### Arsenic Speciation by ICP-MS Analysis

Culture supernatant was filtered through a 0.2 μm filter and arsenic species were determined according to Kim et al. (2007). To quantify the total As concentration, 5 ml of the filtrate was acidified prior the analysis with 200 μl of 2% (v/v) HNO_3_. For the determination of inorganic arsenic species As(III) and As(V), 5 ml of the filtrate was added to a Sep-Pak^®^ Plus Acell Plus QMA cartridge (Waters, MA, United States). As(V) remained in the cartridge, whereas As(III) passed through. As(III) was collected and acidified with 200 μl of 2% (v/v) HNO_3._ The As(V) was then washed off the cartridge with 5 ml 0.16 M HNO_3_. Total As, As(III), and As(V) concentrations were measured by ICP-MS (Agilent Technologies, United States). Standard solutions ranging from 0 to 1 mg/l of As were prepared from a sodium arsenite (NaAsO_2_) solution (Sigma Aldrich, United States). All measurements were done in triplicate.

### Comparative Sequence Analysis

The phylogenetic tree of ArxA, ArrA, and AioA was constructed based on a multiple alignment of amino acid sequences, which were selected by a BLASTp analysis of 76 *Thioalkalivibrio* genomes (Ahn et al., 2017) and of reference protein sequences. The selected sequences were aligned with MUSCLE (Edgar, 2004) and the tree was built with the software program MEGA7 (version 7.0.26; Kumar et al., 2016) using the Maximum Likelihood method with 1000 bootstrap replicates, the LG model as substitution model and a discrete gamma distribution (+G) as evolutionary rate differences amongst sites.

The phylogenetic tree of the two SoeA clusters was also built with aligned amino acid sequences found in 76 *Thioalkalivibrio* genomes and references, which were selected based on a previous BLASTp analysis. The alignment and the tree construction were calculated following the same protocol as described above.

### RNA-Sequencing

The biomass was collected in 50 ml Greiner tubes and immediately placed into a centrifuge that was precooled to 4°C. The cells were pelleted by centrifugation at 7,000 × *g* for 4 min at 4°C. The supernatant was removed until approximately 2 ml, in which the cells were suspended and transferred to a 2 ml Eppendorf tube. The sample was then centrifuged at 15,000 × *g* for 1 min at 4°C. The supernatant was completely removed, and the cell pellet was immediately frozen in liquid nitrogen and stored at -80°C until further processing.

The frozen cell pellets were homogenized with a mortar and a pestle before being resuspended in QIAzol Lysis Reagent (Qiagen, Germany). Total RNA was extracted and purified with the RNeasy kit (Qiagen) following the manufacturer’s instructions. The purification step comprised a DNase treatment using the RNase-free DNase kit (Qiagen). The concentration was quantified with the NanoDrop ND2000 (Thermo Fisher Scientific, United States) and the integrity of the RNA was checked on the 2200 TapeStation with Agilent RNA ScreenTapes (Agilent Technologies, Netherlands). Ribosomal RNA (rRNA) was removed by the Illumina Ribo-Zero rRNA Removal Kit (Bacteria) (Illumina, United States). Bar-coded RNA libraries were prepared using the Ion Total RNA-Seq kit v2 and the Ion Xpress RNA-Seq barcoding kit according to the supplier’s instructions (Thermo Fisher Scientific). Size distribution and yield were measured on the 2200 TapeStation using Agilent D1000 ScreenTapes (Agilent Technologies). Sequencing templates were prepared on the Ion Chef System with the Ion PI Hi-Q Chef kit (Thermo Fisher Scientific). Samples were sequenced on the Ion Proton platform with an Ion PI Chip v3 (Thermo Fisher Scientific) following the supplier’s instructions.

### RNA-Seq Analysis

The genomes of *Tv. thiocyanoxidans* ARh2^T^ (NZ_ARQK00000000.1) (Berben et al., 2015) and *Tv. jannaschii* ALM2^T^ (NZ_ARLZ00000000.1) were previously sequenced and annotated. The reference gene and genome sequences of both strains were obtained from the NCBI RefSeq FTP server. The software program kallisto (Bray et al., 2016) (v0.44.0) was used to create index files for the quantification from those references. The quality of the reads was assessed by FastQC (version 0.11.7) and estimated to be sufficient. Therefore, no trimming or filtering was performed. Pseudo-alignments were generated in kallisto by mapping the reads from the fastq RNA-Seq files against the indexed reference and reads were quantified using 100 bootstrap samples. Subsequently, differential expression analysis was performed with the software program sleuth (Pimentel et al., 2017) (0.30.0) using the Wald test. The complete differential expression values are presented in Supplementary Table 1 and consists of the NCBI locus-tag, the *b*-value (beta-value), the *P*-value, the *q*-value, the raw counts and the annotation by NCBI for each gene. The *b*-value is a biased estimator of the log fold change and is on a natural-log scale (Pimentel et al., 2017).

The sequences were also analyzed with the RNA-Seq analysis module in the software program CLC Genomics Workbench 11.0.1 (QIAGEN). Proton Torrent fastq files were imported and trimmed using the following default settings: (i) removal of low-quality sequences with a limit of 0.05, (ii) removal of ambiguous nucleotides: maximum 2 nucleotides allowed, and (iii) discard reads below a length of 30 nucleotides. Subsequently, the trimmed reads were mapped to the reference genomes. Differential expression data includes the NCBI locus-tag, the max group mean, the log_2_ (fold change), the fold change, the *P*-value, the FDR *P*-value, and the Bonferroni value (Supplementary Table 2).

## Results and Discussion

### Genomic Features of Arsenic Metabolism and Resistance in *Thioalkalivibrio*

We searched in *Thioalkalivibrio* for genes that can be used to grow on arsenic as an energy source. Therefore, a phylogenetic tree was constructed with the putative protein sequences of ArxA, AioA (arsenite oxidases), and ArrA (arsenate reductase) detected in the 76 available genome sequences of different *Thioalkalivibrio* strains (Figure 1A). In those, a putative ArxA was found in 14 *Thioalkalivibrio* strains and a putative ArrA in two. Genes coding for AioA were not detected in any of the strains. *Tv. nitratireducens* ALEN2^T^ was the only strain that contained both ArxA and ArrA. Previously, the presence of ArxA has only been reported in 11 *Thioalkalivibrio* strains (Andres and Bertin, 2016; Oremland et al., 2017) while the presence of ArrA has been never documented. For the strains used in the cultivation experiment, *Tv. jannaschii* ALM2^T^ possesses a putative ArxA while *Tv. thiocyanoxidans* ARh2^T^ lacks any of the known genes to generate energy from inorganic arsenic.

**FIGURE 1:**
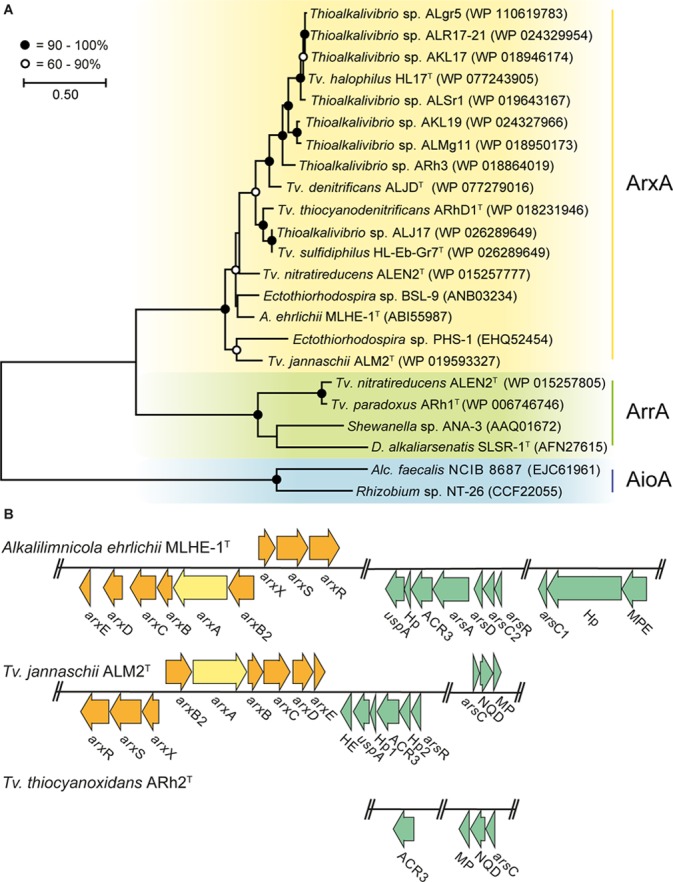
Comparative sequence analysis of arsenic resistance genes in *Thioalkalivibrio*. Yellow, arsenite oxidase ArxA; green, arsenate reductase ArrA; blue, arsenite oxidase AioA; orange, arsenite oxidase *arx* gene cluster; turquoise, arsenic resistance *ars* gene cluster. **(A)** Phylogenetic tree constructed from ArxA, ArrA, and AioA protein sequences present in the genomes of *Thioalkalivibrio* strains and other bacteria. Accession number is provided for each sequence in the figure. **(B)** Arsenic resistance genes in *Alkalilimnicola ehrlichii* MLHE-1^T^, *Tv. jannaschii* ALM2^T^, and *Tv. thiocyanoxidans* ARh2^T^. Hp, hypothetical protein; MPE, metallophosphoesterase; HE, hemerythrin; MP, uncharacterized membrane protein; NQD, NADP(H):quinone dehydrogenase. The locus tags for the genes used in **(B)** are listed in Supplementary Table 3.

The genomes of *A. ehrlichii* MLHE-1^T^ (another member of the *Ectothiorhodospiraceae*), *Tv. jannaschii* ALM2^T^ and *Tv. thiocyanoxidans* ARh2^T^ encode different gene clusters for the detoxification (*ars* genes) and for the oxidation (*arx* genes) of arsenite (Figure 1B). *A. ehrlichii* MLHE-1^T^ (Zargar et al., 2010, 2012) and *Tv. jannaschii* ALM2^T^ possess an identical *arx* gene cluster for arsenite oxidation and a highly similar set of *ars* genes for arsenic resistance. For the *ars* genes, *A. ehrlichii* MLHE-1^T^ possesses the most complete gene cluster including *ars*ADR, ACR3 and two detoxifying arsenate reductases *ars*C, one glutaredoxin- (*ars*C1) and one thioredoxin-dependent (*ars*C2). In *Tv. jannaschii* ALM2^T^, a more reduced set including an *ars*R, a glutaredoxin-dependent *ars*C and an ACR3 was present. Another annotated ACR3 efflux pump was found in ALM2^T^ outside the shown cluster (Locus-tag: F816_RS0108235) together with three uncharacterized membrane proteins. Interestingly, *A. ehrlichii* MLHE-1^T^ and *Tv. jannaschii* ALM2^T^ also encode for a universal stress protein (*usp*A) in their *ars* gene cluster. On the contrary, *Tv. thiocyanoxidans* ARh2^T^ only possesses a truncated *ars* gene cluster with an ACR3 and a glutaredoxin-dependent *ars*C, also subdivided in two operons, and without *ars*R. Outside of the operon, two putative ArsR for *Tv. thiocyanoxidans* ARh2^T^ were found by BLASTp, but with low identity values, using the ArsR of *A. ehrlichii* MLHE-1^T^ (Locus-tag: Mlg_2713), and of *Tv. jannaschii* ALM2^T^ (Locus-tag: F816_RS0102085) (Supplementary Table 4) as subjects. Neither the genome of *Tv. thiocyanoxidans* ARh2^T^ nor of *Tv. jannaschii* ALM2^T^ contained the *ars*M gene necessary for the detoxification of the intracellular As(III) by methylation (Qin et al., 2006). Furthermore, the genomes of *Tv. jannaschii* ALM2^T^ and *Tv. thiocyanoxidans* ARh2^T^ were screened for the presence of *ars*HIJNOPTX via BLASTp. In *Tv. jannaschii* ALM2^T^, an ArsI [Locus-tag: F816_RS0102080; query cover of 93% and an identity of 41% with ArsI of *Bacillus* sp. MD1 (AIA09488)] was found inside the *ars* gene operon as well as a second putative ArsI positioned directly besides the *ars* gene operon [Locus-tag: F816_RS14315 (78% query cover and 29% identity to AIA09488)]. In addition, putative sequences for ArsJ were detected in *Tv. jannaschii* ALM2^T^ [Locus-tag: F816_RS0106725; query cover of 95% and a similarity of 60.3% with ArsJ of *Pseudomonas aeruginosa* (WP_003109849)] and in *Tv. thiocyanoxidans* ARh2^T^ (Locus-tag: G372_RS0110690; query cover of 94% and an identity of 59,1% with WP_003109849). The putative ArsJ in *Tv. jannaschii* ALM2^T^ is encoded together with an annotated glyceraldehyde 3-phosphate dehydrogenase (GAPDH) in the same operon. The combination of these two genes has been described to confer resistance to As(V) (Chen et al., 2016). However, the GAPDH was not found in the operon of the putative ArsJ in *Tv. thiocyanoxidans* ARh2^T^. To prove the function of these putative ArsIJ, experimental evidence must follow.

### Physiological and Transcriptomic Response to Arsenic Stress

*Tv. jannaschii* ALM2^T^ and *Tv. thiocyanoxidans* ARh2^T^ were cultivated in the presence of different concentrations of As(III) to determine their resistance. *Tv. jannaschii* ALM2^T^ resists much higher As(III) concentrations than *Tv. thiocyanoxidans* ARh2^T^ (Supplementary Figure 1). *Tv. thiocyanoxidans* ARh2^T^ was only able to grow until a concentration of 0.1 mM As(III), whereas *Tv. jannaschii* ALM2^T^ still grew up to 5 mM As(III). All cultures grew aerobically with thiosulfate as an electron donor and they could not grow with As(III) as their sole potential electron donor (Supplementary Figure 2).

To gain deeper insight in their resistance mechanism against arsenic, *Tv. thiocyanoxidans* ARh2^T^ and *Tv. jannaschii* ALM2^T^ were both cultivated in absence of As(III) (reference) and at 0.1 mM As(III). Furthermore, *Tv. jannaschii* ALM2^T^ was also grown at 5 mM As(III). Cultures were harvested in their exponential growth phase to measure the arsenic species composition in the culture fluid and to determine gene expression in both *Thioalkalivibrio* species.

Arsenic species were measured in the culture medium at the beginning and at the end of the experiment to investigate the potential of both strains to oxidize As(III) to As(V) under aerobic conditions (Figure 2). Additional sterile samples were analyzed to determine the possibility of chemical oxidation of As(III) in the culture medium. Samples inoculated with *Tv. jannaschii* ALM2^T^ and *Tv. thiocyanoxidans* ARh2^T^ showed a decrease in As(III) and an increase in As(V) over time. During the same incubation time, As(III) and As(V) concentrations did not change significantly in the sterile samples indicating that As(III) oxidation was biologically induced. *Tv. jannaschii* ALM2^T^ had a much stronger As(III) oxidizing capacity as compared to *Tv. thiocyanoxidans* ARh2^T^. When grown in the presence of 0.1 mM As(III), *Tv. jannaschii* ALM2^T^ oxidized 57% of the present As(III) in 1 day, whereas *Tv. thiocyanoxidans* ARh2^T^ only oxidized 26% after 2 days. Most importantly, when grown in the presence of 5 mM As(III), *Tv. jannaschii* ALM2^T^ was able to oxidize 79% of As(III) within 5 days. These findings resemble previous incubation experiments of Mono Lake surface waters that showed a clear link between aerobic As(III) oxidation capacity and added sulfide or thiosulfate (Fisher et al., 2008). In their research, sulfide-amended lake brines showed the formation of thioarsenates compounds from As(III), which were fairly stable in sterile, oxic surface waters, but which were further oxidized to As(V) in samples containing sulfur-oxidizing bacteria. Molecular analysis of the enrichments identified bacteria closely related to *Tv. jannaschii, Tv. versutus* and *Tv. nitratis*. Furthermore, Edwardson et al. (2014) showed that pure cultures of *Tv. jannaschii* ALM2^T^ were able to oxidize monothioarsenate aerobically, but also that they did not show growth with monothioarsenate as their sole electron donor. In our research, we have now demonstrated growth of *Tv. jannaschii* ALM2^T^ and *Tv. thiocyanoxidans* ARh2^T^ with As(III) in combination with thiosulfate. Whether *Thioalkalivibrio* can gain energy from As(III) or thioarsenate oxidation, or that this oxidation is only used for detoxification purposes, remains an open question. However, it can be excluded that these compounds support growth as a sole electron donor.

**FIGURE 2:**
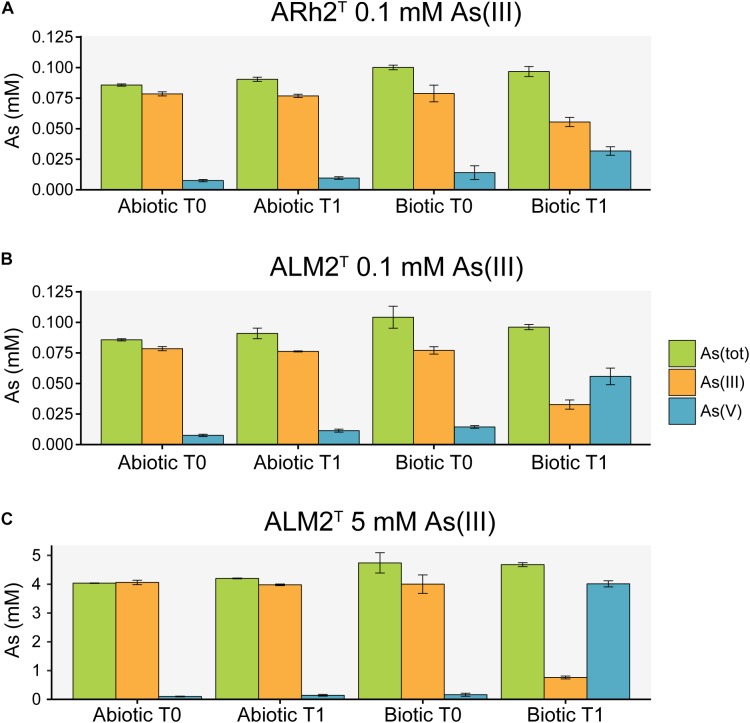
Arsenic species analysis of culture fluid from sterile samples (Abiotic) and samples inoculated with *Tv. thiocyanoxidans* ARh2^T^ and *Tv. jannaschii* ALM2^T^ (Biotic) at the inoculation (T0) and sampling time (T1). **(A)** ARh2^T^ culture incubated with 0.1 mM As(III) for 2 days. **(B)** ALM2^T^ culture incubated with 0.1 mM As(III) for 1 day. **(C)** ALM2^T^ culture incubated with 5 mM As(III) for 5 days.

Transcriptomic analysis enabled screening for key genes in the metabolism of and in the resistance against arsenic, and it shows differences in gene expression between *Tv. jannaschii* ALM2^T^ and *Tv. thiocyanoxidans* ARh2^T^. 

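RNA was sequenced from cultures of *Tv. thiocyanoxidans* ARh2 T and *Tv. jannaschii* ALM2 T, haloalkaliphilic bacteria that oxidize reduced sulfur compounds, grown with thiosulfate. ARh2 T was grown without As(III) and with 0.1 mM As(III), and ALM2 T without As(III) and with 0.1 and 5 mM As(III). There were 3 libraries per condition and 15 in all. The ARh2 T cultures were sampled on day 1 at 0 mM and on day 2 at 0.1 mM. The ALM2 T cultures were sampled on day 1 at 0 and 0.1 mM and on day 5 at 5 mM, so that the As(III) concentration and the sampling day changed together in ARh2 T and, at 5 mM, in ALM2 T. The paper's methods place the sampling in the exponential growth phase, at an optical density of about 0.1. After depletion of ribosomal RNA, libraries were sequenced on the Ion Proton platform. The authors assigned the untrimmed reads to the RefSeq genes of each strain with kallisto. They deposited for each comparison a table of TPM, a gene's share of the transcripts of a library after correction for gene length, divided by a size factor for each library and named normalized TPM here. These values hold no read totals. According to the paper's Supplementary Table 5, the ARh2 T libraries had 1632749 to 2426967 (median 1968045) pseudoaligned reads at 0 mM and 2375917 to 3225328 (median 3006322) at 0.1 mM. The ALM2 T libraries had 2074981 to 2579414 (median 2249284) at 0 mM, 2158314 to 2954779 (median 2830978) at 0.1 mM and 2207826 to 2834570 (median 2344388) at 5 mM.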

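Genes with a mean of at least 1 normalized TPM over the 6 libraries of a comparison were tested with limma, with a trend of the variance on the mean, on log2(value + 1). P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and a gene was called higher or lower at an adjusted p under 0.05. Fold changes are on this log2 scale, which understates the change of genes with low values. Gene names were linked to the deposited values through the reads listed in Supplementary Table 1, of which the first 1998 of 2716 rows for ARh2 T and the first 349 of 2833 rows for ALM2 T at 0.1 mM were used, and through the *b*-values of Supplementary Tables 6 to 9. This named 1957 of 2709 tested genes in ARh2 T, 403 of 2473 in ALM2 T at 0.1 mM and 404 of 2476 at 5 mM. The part of Supplementary Table 1 used here is the top of a table sorted by the study's q-value, so that genes with a larger change were named more often. In ARh2 T, 29.7% of the named genes and 2.13% of the others passed the test, and in ALM2 T at 5 mM 29.0% and 11.3%. The share of a pathway's named members that passed is therefore not the share of the whole pathway, above all in ALM2 T. For lists of named genes, counts adjusted over the list alone rest on members named partly for their change, in both strains and at both doses. Such counts tend to hold extra calls and are by themselves no evidence that the genes of a list moved. Lists of genes by protein product were written before the deposited values were examined. The plan that holds them also states that values of Supplementary Tables 1, 2 and 6 to 9 had been seen. The choice of lists may therefore not be blind to the study's results. The lists are drawn from the part of Supplementary Table 2 used here, its first rows in the order of the locus tags. Genes outside that part whose product fits a list were counted apart from it, after the values were seen. The groups of Supplementary Table 9 were chosen by the study on these samples and are no independent evidence of a direction. The paper states that experiments were done in triplicate. Where libraries do not come from separate cultures, the p-values measure only the spread between these samples, which may be technical.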

General information on the individual RNA-seq samples analyzed by kallisto and sleuth are presented in Supplementary Table 5 and the complete expression data can be found in Supplementary Table 1. In total, 57.4 million sequence reads were produced by the Ion Proton platform ranging from 2.3 million to 4.9 million sequence reads per sample. From those reads, between 57.9% and 72.5% could be assigned to an open reading frame (ORF) depending on the sample analyzed with kallisto. 

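The transfer-messenger RNA, which rescues stalled ribosomes, took 9.18 to 16.4% of the normalized TPM of a library, and the other non-coding RNAs 9.39 to 14.9%. Transfer RNAs took 1.92 to 2.78% in ARh2 T at 0 mM and 0.753 to 1.65% at 0.1 mM As(III). Of 45 transfer RNA genes tested in ARh2 T, 2 were higher and 4 lower at 0.1 mM at an adjusted p under 0.05 from limma, or 2 higher and 1 lower when adjusted over the list alone. The median log2 fold change of these genes was -0.53 and their mean -0.35. As a set they were lower than other genes in limma's camera test only with its preset correlation between genes (p = 0.0351). With an estimated correlation of 0.155, p was 0.415 in that test. In limma's fry test of the set, p was 0.226 for a shared direction and 0.0401 for changes in either direction. In ALM2 T at 5 mM, 3 of 44 transfer RNA genes were higher and 4 lower, or 4 and 4 when adjusted over the list alone. The ARh2 T counts were 1 higher and 0 lower without 0.1 mM replicate 1, 2 higher and 0 lower without 0.1 mM replicate 3 and 1 higher and 1 lower without limma's moderation, and those of ALM2 T at 5 mM 1 higher and 0 lower without limma's moderation. At 0.1 mM in ALM2 T no transfer RNA gene passed limma's test, also when adjusted over the list alone, and 2 higher and 2 lower did at an unadjusted p under 0.05. The deposited tables do not name the transfer RNA genes. The pseudoaligned share of the reads in the paper's Supplementary Table 5 was 71.1 to 72.5% in ARh2 T and 57.9 to 61.1% in ALM2 T.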

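Of 2779 coding sequences of *Tv. jannaschii* ALM2 T in the deposited tables, 327 (11.8%) were listed at 0 in every library, against 3 genes in *Tv. thiocyanoxidans* ARh2 T. The authors' sleuth results give no value for 34 ALM2 T genes of Supplementary Table 9, among them the arsenite oxidase genes *arx*A (F816_RS0102035), *arx*B (F816_RS0102040) and *arx*B2 (F816_RS0102030). For 32 of these genes, the first 1977 genes of the paper's CLC table at 0.1 mM, used here with another 723 left out, give a level, the larger of the group means. By that level *arx*A lay at percentile 9.96 of these genes, *arx*B at 7.44 and *arx*B2 at 5.72. The repressor gene *ars*R (F816_RS0102085) lay at percentile 47.2. The genes of the vitamin B12 group, *cob*A (F816_RS0104785) and the receptor gene *btu*B (F816_RS0104790), lay at 88.8 and 95.1. Whether these 34 genes are among the coding sequences listed at 0 was not tested. Genes at an exact 0 were not tested here, and no fold change is given for them.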

In *Tv. jannaschii* ALM2^T^, 2833 ORFs were detected, and 2716 ORFs in *Tv. thiocyanoxidans* ARh2^T^. For the analysis performed with sleuth, an ORF is considered differentially expressed if the *b*-value is greater than 0.7-fold and its *P*-value is lower than 0.1. 

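With 0.1 mM As(III), 332 genes rose and 266 fell in *Tv. thiocyanoxidans* ARh2 T at an adjusted p under 0.05 from limma, of which 95 and 66 by at least 2-fold. No gene passed limma's test in *Tv. jannaschii* ALM2 T at 0.1 mM. There 76 genes were higher and 84 lower at an unadjusted p under 0.05, and limma-voom on the recovered reads called 0 higher and 1 lower. With 5 mM As(III), 198 genes rose and 153 fell in ALM2 T, 22 and 13 of them by at least 2-fold. Among the largest decreases in ARh2 T were *hpp*A (G372_RS0110995), for a sodium-translocating pyrophosphatase, with a log2 fold change of -1.75 (adjusted p = 0.000936), and the gene of a DUF4160 protein (G372_RS0106500), with -2.85 (adjusted p = 0.000739), both tested with limma. A hypothetical protein (G372_RS0108115) rose by 2.68 (adjusted p = 0.000229 from limma). In ALM2 T at 5 mM, the gene of a DUF4399 protein (F816_RS0104675) fell by 1.61 on the log2 scale (adjusted p = 0.00245 from limma) and that of a TolC family protein (F816_RS0108375), an outer membrane channel of efflux systems, by 1.22 (adjusted p = 0.00388 from limma). At 0.1 mM the smallest adjusted p from limma in ALM2 T, 0.160, belonged to an IS110 family transposase (F816_RS0109555), at 15.2 ± 2.45 normalized TPM at 0 mM and 5.98 ± 0.422 at 0.1 mM (SD, n = 3). The gene called by limma-voom encodes a prepilin-type protein (F816_RS0102620), with an adjusted p = 0.0400 (range over all settings 0.0400 to 0.614).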

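The 3 libraries with As(III) all lay on one side of the 3 control libraries for 1186 of 2709 genes (43.8%) in ARh2 T, 315 of 2473 (12.7%) in ALM2 T at 0.1 mM and 900 of 2476 (36.3%) in ALM2 T at 5 mM, where chance gives 10%. All 598 genes that passed in ARh2 T and all 351 that passed in ALM2 T at 5 mM were among them. At a *b*-value, the natural log fold change, over 0.7 in size and an unadjusted p under 0.1, the test used here gave 101 up- and 85 downregulated genes in ARh2 T, 5 and 2 in ALM2 T at 0.1 mM, and 29 and 18 in ALM2 T at 5 mM. Fewer genes passed the adjusted p with a library left out. In ARh2 T there were 182 higher and 105 lower without 0.1 mM replicate 1, 175 higher and 113 lower without 0.1 mM replicate 3 and 165 higher and 105 lower without 0 mM replicate 2. Without limma's moderation there were 186 higher and 113 lower. In ALM2 T at 5 mM there were 114 higher and 97 lower without 5 mM replicate 1, 91 higher and 43 lower without 5 mM replicate 2, 108 higher and 64 lower without 5 mM replicate 3, 134 higher and 68 lower without 0 mM replicate 1 and 132 higher and 83 lower without 0 mM replicate 2, and 86 higher and 44 lower without limma's moderation.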

The RNA-Seq data analyzed by sleuth gave 101 up- and 84 downregulated genes for *Tv. thiocyanoxidans* ARh2^T^ at 0.1 mM As(III) [0.1 mM vs. 0 mM As(III)] (Supplementary Table 6), only two up- and one downregulated genes for *Tv. jannaschii* ALM2^T^ at 0.1 mM As(III) [0.1 mM vs. 0 mM As(III)] (Supplementary Table 7), and 26 up- and 16 downregulated genes for *Tv. jannaschii* ALM2^T^ at 5 mM As(III) [5 mM vs. 0 mM As(III)] (Supplementary Table 8). As certain pathways could not be completely revealed based on the sleuth results only, we decided to also analyze the RNA-Seq data with CLC Genomics Workbench (Supplementary Table 2). With CLC, between 77.74 and 82.2% of the reads could been allocated to an ORF. Here, an ORF was considered to be differentially expressed if the log_2_ fold change was higher than 1-fold and its *P*-value lower than 0.1. With this threshold, CLC found 99 up- and 91 downregulated genes for *Tv. thiocyanoxidans* ARh2^T^ at 0.1 mM As(III) [0.1 mM vs. 0 mM As(III)], four up-, and five downregulated genes for *Tv. jannaschii* ALM2^T^ at 0.1 mM As(III) [0.1 mM vs. 0 mM As(III)], and 40 up- and 20 downregulated genes for *Tv. jannaschii* ALM2^T^ at 5 mM As(III) [5 mM vs. 0 mM As(III)].

The quality of the RNA-Seq data analyzed by kallisto and sleuth was evaluated by principal component analysis and plotted in a graph with the first two principal components as axes (Supplementary Figure 3). 

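In *Tv. thiocyanoxidans* ARh2 T, the first principal component of log2(normalized TPM + 1) over 2709 genes held 57.2% of the variance. The 3 libraries with 0.1 mM As(III) lay at 13.9, 12.6 and 18.0 on it, and the 3 libraries without As(III) at -10.9, -13.9 and -19.7. The second component held 18.4%. On it the libraries without As(III) lay apart from each other, at -13.2, -5.29 and 13.5.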

On the first principal component, the samples of each condition cluster together and were well separated from the other conditions. 

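At 5 mM As(III), 344 genes of *Tv. jannaschii* ALM2 T were higher and 294 lower than at 0.1 mM at an adjusted p under 0.05 from limma, in a fit of all 9 libraries over 2477 genes. With the comparisons of both doses taken as independent, 98 higher and 49 lower genes passed. On the first principal component, with 40.7% of the variance, the libraries at 0.1 mM lay at -8.51, -7.96 and -7.16. Those at 0 mM lay at -5.61, -5.09 and -4.09 and those at 5 mM at 10.8, 15.0 and 12.6. Across genes, which are not independent replicates, the changes at 0.1 mM and at 5 mM against the same controls had a covariance of 0.00339. In 100 simulations without change, all 9 libraries, controls included, were drawn from normal noise with each gene's residual spread. The simulated covariance was 0.0220 on average, with most draws between 0.0147 and 0.0296. The observed covariance minus that average was -0.0186. The observed correlation was 0.0430 and the simulated one 0.502. Over the 1985 genes with more reads, the covariance was -0.00638 and the simulated one 0.00918, a difference of -0.0156. With 3 control libraries the controls could not be split into groups of at least 2.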

Remarkably, the *Tv. jannaschii* ALM2^T^ samples grown at 0, 0.1, and 5 mM As(III) are not ordered based on the increasing As(III) concentration on the first principle component, but in the order of 0.1, 0, and 5 mM As(III). This phenomenon might be explained by a hormesis reaction, in which an agent, here As(III), at lower level exposes an beneficial effect on the organism and becomes only toxic at higher concentrations (Mattson, 2008).

We summarized the results of the gene expression under As(III) stress in a conceptual model (Figure 3), in which the groups correspond to the subgroups of the discussion: (1) Arsenic influx into the cell, (2) Arsenic metabolism and detoxification, (3) Response to oxidative damage by arsenite, (4) Sulfur metabolism, and (5) Recombination and energy generation.

**FIGURE 3:**
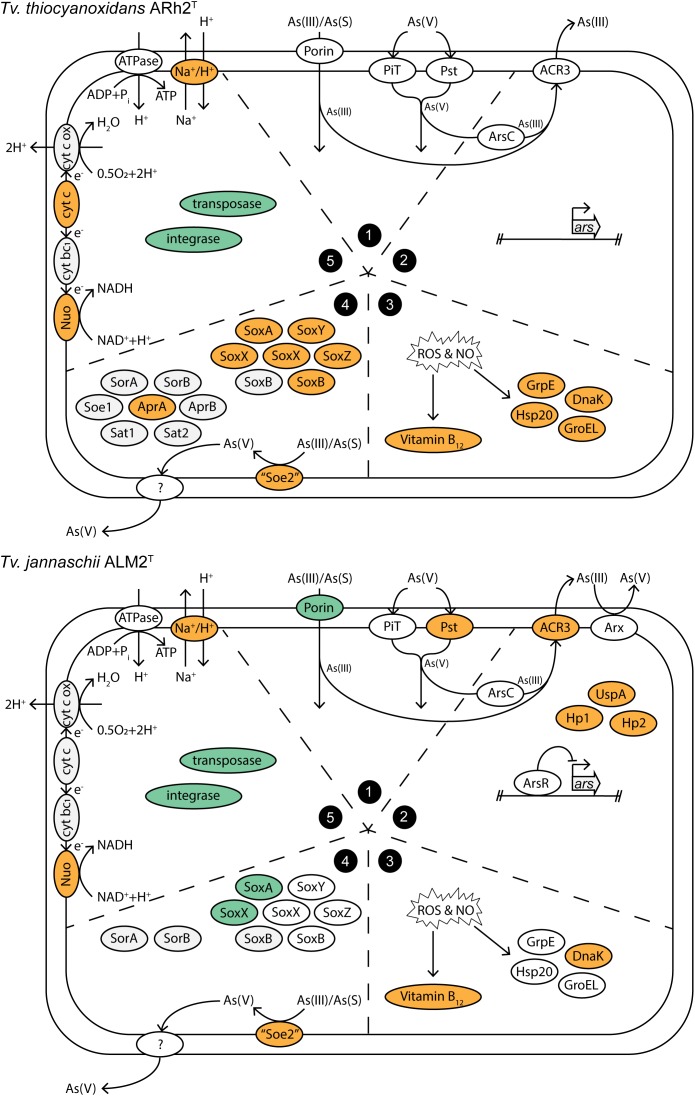
Conceptual model of cellular processes within *Tv. jannaschii* ALM2^T^ and *Tv. thiocyanoxidans* ARh2^T^ under As(III) stress. The section numbers correspond to the subgroups in the Results and Discussion section: (1) Arsenic influx into the cell, (2) Arsenic metabolism and detoxification, (3) Response to oxidative damage by arsenite, (4) Sulfur metabolism, and (5) Recombination and energy generation. Upregulated genes are colored in orange and downregulated genes in turquoise. Cyt bc_1_, cytochrome bc_1_; cyt c, cytochrome c; cyt c ox, cytochrome c oxidase; As(S), thioarsenate; Hp, hypothetical protein. Locus tags and differential expression values are listed in Supplementary Table 9.

### (1) Arsenic Influx Into the Cell

The arsenic species As(III) and As(V) are able to enter the cell by transporters of molecules whose properties they mimic. In *E.coli*, As(III) can enter the cell by the aquaglyceroporin channel GlpF (Sanders et al., 1997; Meng et al., 2004). These channels normally transport small uncharged molecules such as glycerol (Heller et al., 1980; Borgnia and Agre, 2001), but also As(III) as non-charged As(OH)_3_ under neutral pH (Ramírez-Solís et al., 2012). However, in environments with a pH higher than its pKa of 9.2, As(III) will be mostly present in its ionic form (Smedley and Kinniburgh, 2002). This is the case for soda lakes whose pH ranges from 9.5 to 11 and, from which most *Thioalkalivibrio* strains were isolated (Sorokin et al., 2014). Furthermore, thioarsenates are formed in oxic alkaline brines containing sulfide (Stauder et al., 2005; Planer-Friedrich et al., 2007, 2009; Fisher et al., 2008; Härtig and Planer-Friedrich, 2012), conditions present as well in Mono Lake (Hollibaugh et al., 2005). Until now, it is unknown how As(III) or thioarsenates enter the cells under these conditions. A possible porin involved in their influx could be F816_RS0109535 (Supplementary Table 2) in *Tv. jannaschii* ALM2^T^ as it is highly downregulated at 0.1 and 5 mM As(III). However, no similar protein could be detected in the genome of *Tv. thiocyanoxidans* ARh2^T^. The downregulation of a porin responsible for As(III) or thioarsenate influx would keep the intracellular arsenic concentration lower in *Tv. jannaschii* ALM2^T^, thus conferring a higher As(III) resistance to the strain.

As(V) possesses a similar chemical structure and properties as phosphate (Wolfe-Simon et al., 2009), and can therefore be taken up by the phosphate uptake systems Pit (inorganic phosphate transporter) and Pst (specific phosphate transporter) (Rosenberg et al., 1977; Willsky and Malamy, 1980a), of which Pst is more specific for phosphate and transports As(V) less efficiently (Willsky and Malamy, 1980b; Elias et al., 2012). 

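The gene of the inorganic phosphate transporter PiT was at 143 ± 7.09 normalized TPM without As(III) and 135 ± 14.7 with 0.1 mM As(III) in *Tv. thiocyanoxidans* ARh2 T (G372_RS0108350, SD, n = 3). Its log2 fold change was -0.09 (standard error 0.12, adjusted p = 0.605 from limma). In *Tv. jannaschii* ALM2 T (F816_RS0109805) it was at 57.3 ± 2.63 at 0 mM and 59.2 ± 3.73 at 0.1 mM (SD, n = 3), with a log2 fold change of 0.05 (standard error 0.09, adjusted p = 0.958 from limma). At 5 mM the log2 fold change was -0.06 (standard error 0.12, adjusted p = 0.812 from limma).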

The gene for the Pit transporter system did not significantly change in expression in any of the samples. However, when grown with 0.1 mM As(III), *Tv. jannaschii* ALM2^T^ upregulates the *pst*A contemporary with the formation of 0.056 mM As(V) (Figure 2). 

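The permease gene *pst*A (F816_RS0102515) was at 0.401 ± 0.165 normalized TPM at 0 mM and 0.993 ± 0.233 at 0.1 mM As(III) in *Tv. jannaschii* ALM2 T (SD, n = 3), from 2 to 4 reads per library at 0 mM and 7 to 9 at 0.1 mM. Its mean lay under the minimum of 1 and it was therefore not tested. Without that minimum its log2 fold change was 0.51 (adjusted p = 0.645 from limma), at an unadjusted p under 0.05, and that of the second permease gene *pst*C (F816_RS0102510) 0.06 (adjusted p = 0.951 from limma). The regulator gene *pho*U (F816_RS0102525) had a log2 fold change of -0.35 (adjusted p = 0.781), the ATPase gene *pst*B (F816_RS0102520) one of -0.24 (adjusted p = 0.890) and the phosphate-binding protein gene *pst*S (F816_RS0102505) one of 0.16 (adjusted p = 0.958), all from limma. None of the 4 tested genes of the phosphate transporter group of Supplementary Table 9, a list the study chose on these samples, passed limma's test (0 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, and 0 and 0 with limma-voom).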

In the presence of 5 mM As(III), the *pst*ABCS and the regulator *pho*U were upregulated with the simultaneous occurrence of 4.01 mM As(V) in the culture medium (Figure 2). These genes did not change in expression in *Tv. thiocyanoxidans* ARh2^T^ cultures, which could be explained by the low As(V) concentration of 0.032 mM at the sampling time (Figure 2). 

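With 5 mM As(III), *pho*U, *pst*B and *pst*S rose in *Tv. jannaschii* ALM2 T. The level of *pho*U (F816_RS0102525), which regulates phosphate uptake, was 5.77 ± 0.719 normalized TPM at 0 mM and 16.6 ± 0.696 at 5 mM (SD, n = 3), a log2 fold change of 1.38 (standard error 0.15, adjusted p = 0.00329 from limma). The genes of the ATPase *pst*B (F816_RS0102520) and the binding protein *pst*S (F816_RS0102505) rose by 1.14 and 1.25 on the log2 scale (adjusted p = 0.0118 and 0.0180 from limma). The permease genes *pst*A (F816_RS0102515) and *pst*C (F816_RS0102510) had log2 fold changes of 1.06 (standard error 0.36, adjusted p = 0.0871) and 1.09 (standard error 0.32, adjusted p = 0.0588) and did not pass limma's test. These 3 were the only ones to rise of the 6 genes of this group of Supplementary Table 9 with a value, or 5 when adjusted over the list alone. Of 10 genes of phosphate uptake by product name, 6 had a value and 3 rose (5 when adjusted over the list alone). Both counts were 1 higher and 0 lower without 5 mM replicate 2. *pst*S did not pass without 5 mM replicate 1 or 5 mM replicate 2 (adjusted p = 0.0641 and 0.0774 from limma, range over all settings 0.00359 to 0.0774), and *pst*B did not pass without 5 mM replicate 2 (adjusted p = 0.0524 from limma, range over all settings 0.00446 to 0.0524). *pst*A passed without the trend on the mean, with limma-voom on the recovered reads or without the filter on low values (adjusted p = 0.0150, 0.00339 and 0.0189 from limma, range over all settings 0.00339 to 0.159), and *pst*C passed without the trend on the mean or without the filter on low values (adjusted p = 0.0124 and 0.0149 from limma, range over all settings 0.0124 to 0.196).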

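None of the 7 genes of the phosphate transporter group passed limma's test in *Tv. thiocyanoxidans* ARh2 T at 0.1 mM As(III) (1 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, and 0 and 0 with limma-voom). The log2 fold change was -0.10 (adjusted p = 0.687) for *pho*U (G372_RS0113265), 0.48 (adjusted p = 0.211) for *pst*B (G372_RS0113270), 0.38 (adjusted p = 0.407) for *pst*A (G372_RS0113275), -0.02 (adjusted p = 0.956) for *pst*C (G372_RS0113280) and 0.34 (adjusted p = 0.324) for *pst*S (G372_RS0113285), from limma. A porin gene of the same group (G372_RS0110450) had one of 0.54 (adjusted p = 0.0964 from limma). It passed without 0 mM replicate 3 (adjusted p = 0.0379 from limma, range over all settings 0.0379 to 0.270), when the count was 1 higher and 0 lower. Of 3 genes of phosphate uptake by product name, 2 had a value and did not pass limma's test (0 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, and 0 and 0 with limma-voom). None of 5 further genes so named outside the part of Supplementary Table 2 used passed (1 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, and 0 and 0 with limma-voom, and 1 higher and 0 lower without 0 mM replicate 3). The change of *pho*U in ARh2 T at 0.1 mM minus that in ALM2 T at 5 mM was -1.48 (standard error 0.22, adjusted p = 0.00160 over 61 matched pairs with limma's estimates). For *pst*C it was -1.10 (standard error 0.37, adjusted p = 0.0420 from the same test on limma's estimates). For *pst*A, *pst*B and *pst*S it was -0.68, -0.66 and -0.91 (adjusted p = 0.291, 0.143 and 0.0660 on limma's estimates). The scale used understates the change of genes with low values, such as *pst*A in ALM2 T. With limma-voom, chosen after seeing the data, *pst*A and *pst*S rose in ALM2 T at 5 mM by 2.08 and 1.63. The differences that did not pass therefore do not show that the strains changed alike.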

Since the Pst transporter is more specific for phosphate than for As(V), many bacteria increase the expression and the production of Pst to increase phosphate uptake (Andres and Bertin, 2016). This would give another advantage for growth in combination with As(III) oxidation for *Tv. jannaschii* ALM2^T^. However, as both strains were able to tolerate 30 mM As(V) (data not shown), it is possible that *Tv. thiocyanoxidans* ARh2^T^ also possesses a similar mechanism, which was not upregulated with the low As(V) concentration deriving from the oxidation process.

### (2) Arsenic Metabolism andDetoxification

Transcriptomic analysis of *Tv. jannaschii* ALM2^T^ grown at 5 mM As(III) showed an upregulation of the arsenite oxidase *arx*B2 gene, but not of the structural component genes *arx*ABC (Supplementary Tables 1, 2). The Arx protein is only known to work under anaerobic condition coupled to denitrification or anaerobic photosynthesis (Hoeft et al., 2007; Kulp et al., 2008; Zargar et al., 2010; Hernandez-Maldonado et al., 2017). Moreover, as already discussed before, no growth was observed in the tested strains under aerobic condition with As(III) as sole electron donor (Supplementary Figure 2). Previously, Arx has been shown *in vitro* to function as a bidirectional enzyme able to oxidize As(III) and to reduce As(V) (Richey et al., 2009). Due to the presence of Arx in *Tv. jannaschii* ALM2^T^ and the incapacity of this strain to perform denitrification, it could be hypothesized that this strain uses Arx to reduce As(V) to As(III) in combination with the oxidation of reduced sulfur compounds under microoxic/anoxic conditions.

Most organisms perform an active extrusion of As(III) as their main arsenic resistance mechanism. This is performed in prokaryotes by the arsenic resistance *ars* operon, where As(III) produced by the arsenate reductase ArsC is pumped out of the cell by ArsB/ACR3 (Ben Fekih et al., 2018). The *ars* genes were not differentially expressed in *Tv. thiocyanoxidans* ARh2^T^ at 0.1 mM As(III) (Supplementary Table 1). 

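The efflux pump gene ACR3 (G372_RS0103830) was at 55.8 ± 5.75 normalized TPM at 0 mM and 55.9 ± 3.62 at 0.1 mM As(III) in *Tv. thiocyanoxidans* ARh2 T (SD, n = 3), a log2 fold change of 0.00 (standard error 0.12, adjusted p = 0.983 from limma). The arsenate reductase gene *ars*C (G372_RS0108745) had a log2 fold change of 0.01 (adjusted p = 0.983) from limma. The neighbouring genes, labelled NQD (G372_RS0108740) and MP (G372_RS0108735) in Supplementary Table 9, had values of -0.11 (adjusted p = 0.606) and 0.25 (adjusted p = 0.138) from limma. None of these 4 genes, a list the study chose on these samples, passed limma's test (0 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, and 0 and 0 with limma-voom).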

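The universal stress protein gene *usp*A (F816_RS0102065) was at 0.472 ± 0.416 normalized TPM at 0 mM and 2.08 ± 0.815 at 0.1 mM As(III) in *Tv. jannaschii* ALM2 T (SD, n = 3), from 0 to 3 and 5 to 10 reads per library. This is a log2 fold change of 1.07 (standard error 0.39, adjusted p = 0.717 from limma), at an unadjusted p under 0.05. ACR3 (F816_RS0102075) had a log2 fold change of 0.42 (adjusted p = 0.779) and *ars*C (F816_RS0103725) one of 0.29 (adjusted p = 0.742), from limma. None of the 4 genes of arsenic resistance with a value, of 18 in Supplementary Table 9, passed limma's test at 0.1 mM (2 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, and 0 and 0 with limma-voom).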

For *Tv. jannaschii* ALM2^T^ at 0.1 mM As(III), only the *usp*A gene was upregulated. In contrast, the *ars* gene cluster was highly expressed in *Tv. jannaschii* ALM2^T^ at 5mM As(III) including the ACR3 efflux pump, two hypothetical proteins and the *usp*A gene. 

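With 5 mM As(III), ACR3 and *usp*A rose in *Tv. jannaschii* ALM2 T. ACR3 (F816_RS0102075), which pumps As(III) out of the cell, went from 26.0 ± 9.39 to 121 ± 4.71 normalized TPM (SD, n = 3), a log2 fold change of 2.23 (standard error 0.22, adjusted p = 0.00245 from limma). The level of *usp*A (F816_RS0102065), in a table scaled separately from that at 0.1 mM, was 0.487 ± 0.429 at 0 mM and 5.22 ± 2.12 at 5 mM (SD, n = 3), a log2 fold change of 2.05 (standard error 0.39, adjusted p = 0.0148 from limma). These were 2 of 4 genes of the group with a value, also when adjusted over the list alone. The count was 1 higher and 0 lower without 5 mM replicate 1, 5 mM replicate 2 or limma's moderation. The hypothetical proteins of the cluster had no value here. Between the strains, the change of ACR3 was -2.23 on the log2 scale for ARh2 T at 0.1 mM minus ALM2 T at 5 mM (standard error 0.25, adjusted p = 0.000311 over the matched pairs, on limma's estimates). *usp*A did not pass without 5 mM replicate 1, 5 mM replicate 2 or limma's moderation (adjusted p = 0.0628, 0.0603 and 0.0745 from limma, range over all settings 0.00155 to 0.0745).

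**Figure D1:**
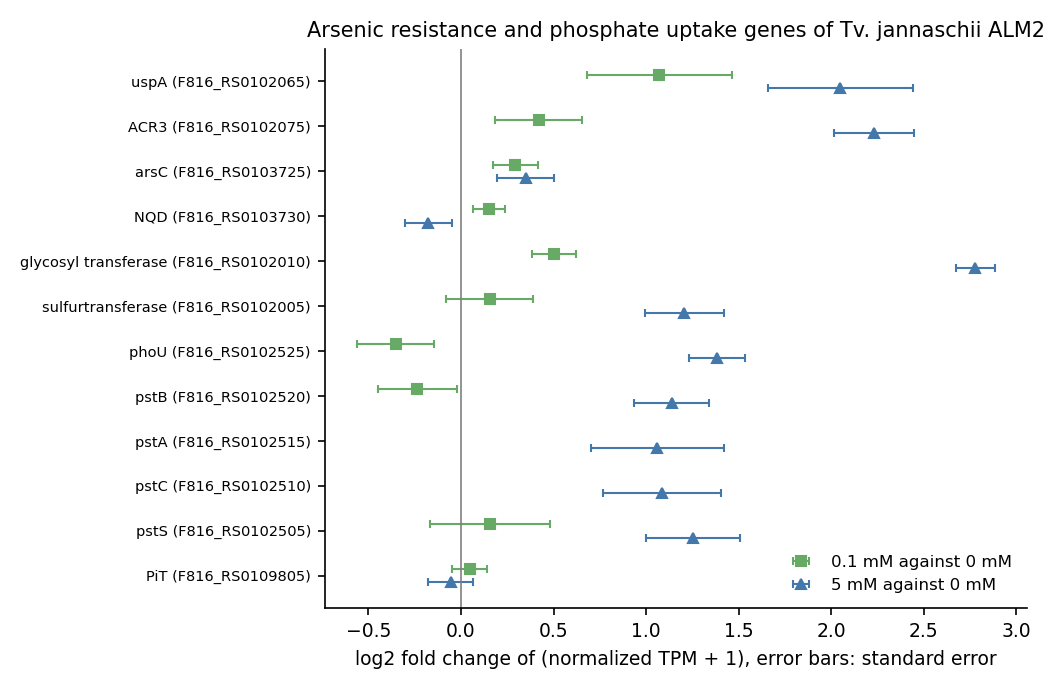
Log2 fold change against 0 mM As(III), on the log2(normalized TPM + 1) scale, of ALM2 T genes of arsenic resistance, of the operon beside it and of phosphate uptake, at 0.1 mM (green squares) and 5 mM (blue triangles), with bars for the standard error from limma (n = 3 libraries per condition). ACR3 lies at 2.23 at 5 mM, and *pst*A and *pst*C have no point at 0.1 mM because they were not tested there.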

An exception was the *ars*C, which explains the high concentration of As(V) observed in the medium at the time of sampling (Figure 2 and Supplementary Tables 1, 2). 

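The arsenate reductase gene *ars*C (F816_RS0103725) was at 210.3 ± 28.1 normalized TPM at 0 mM and 269.8 ± 49.3 at 5 mM As(III) in ALM2 T (SD, n = 3). Its log2 fold change of 0.35 (standard error 0.16, adjusted p = 0.173 from limma) did not pass the test. The gene labelled NQD beside it (F816_RS0103730) had a log2 fold change of -0.18 (adjusted p = 0.392) from limma.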

The *usp*A gene encodes a *usp*A that is known to be induced under different stress situations (Kvint et al., 2003), by which it increases the endurance of the cell (Nyström and Neidhardt, 1994). Upregulation of this gene has been shown in bacteria under As(III) stress (Weiss et al., 2009; Cleiss-Arnold et al., 2010; Sacheti et al., 2013). 

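The gene of a family 2 glycosyl transferase (F816_RS0102010) had the smallest adjusted p of all genes in *Tv. jannaschii* ALM2 T at 5 mM As(III). It went from 38.8 ± 4.67 to 271 ± 12.9 normalized TPM (SD, n = 3), a log2 fold change of 2.78 (standard error 0.11, adjusted p = 1.05e-05 from limma). The sulfurtransferase gene next to it (F816_RS0102005) went from 38.6 ± 13.5 to 87.5 ± 8.87 (SD, n = 3), a log2 fold change of 1.21 (standard error 0.21, adjusted p = 0.0116 from limma). At 0.1 mM As(III) these genes had log2 fold changes of 0.50 (adjusted p = 0.514) and 0.16 (adjusted p = 0.945) and did not pass limma's test. Of 11 sulfur transfer proteins by product name in ALM2 T, 2 had a value, and the sulfurtransferase gene was the 1 that rose, also when adjusted over the list alone. At 0.1 mM none passed limma's test (1 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, and 0 and 0 with limma-voom). The sulfurtransferase gene did not pass without limma's moderation (adjusted p = 0.0928 from limma, range over all settings 0.00230 to 0.0928), which leaves 0 higher and 0 lower. The genes of rhodanese-like proteins outside the part of Supplementary Table 2 used (F816_RS0110250 and F816_RS0113320), counted after their values were seen, fell at 5 mM by 0.52 and 0.43 (adjusted p = 0.0319 and 0.0294 from limma). F816_RS0110250 did not pass without 0 mM replicate 1, 0 mM replicate 2, 5 mM replicate 2, 5 mM replicate 3 or limma's moderation (adjusted p = 0.106, 0.0831, 0.0872, 0.106 and 0.116 from limma, range over all settings 0.00704 to 0.116), and F816_RS0113320 did not pass without 0 mM replicate 1, 0 mM replicate 2, 5 mM replicate 1, 5 mM replicate 2, 5 mM replicate 3 or limma's moderation (adjusted p = 0.0991, 0.0768, 0.0594, 0.0849, 0.104 and 0.0789 from limma, range over all settings 0.00793 to 0.104). Neither passed limma's test at 0.1 mM (0 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, and 0 and 0 with limma-voom).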

Finally, an operon, which is located next to the *arx* and *ars* cluster in *Tv. jannaschii* ALM2^T^ and which includes a putatively annotated glycosyl transferase involved in the cell wall biosynthesis and a rhodanese-related sulfurtransferase were highly upregulated at 5mM As(III) in ALM2^T^. However, in *Tv. thiocyanoxidans* ARh2^T^, this operon is neither upregulated nor found next to the *ars* gene cluster.

### (3) Response to Oxidative Damage by Arsenite

Arsenic has been shown to induce formation of reactive oxygen species (ROS) and nitric oxide (NO) inside the cell (Andres and Bertin, 2016; Zhang et al., 2016). These radicals can cause damage to nucleic acids, proteins, and lipids (Flora, 2011; Birben et al., 2012; Ray et al., 2012; Espinosa-Diez et al., 2015). To reduce the oxidative damage by arsenic, bacterial cells have developed various responses including the upregulation of Fe- and Mn- superoxide dismutases, thiol peroxidases, thioredoxin reductases, thioredoxins, glutaredoxins, glutathione, organic hydroperoxide resistance proteins, and vitamin B_6_ (Andres and Bertin, 2016). 

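Of 32 antioxidant proteins by product name in *Tv. thiocyanoxidans* ARh2 T, 22 had a value, of which 5 rose and 5 fell with 0.1 mM As(III) at an adjusted p under 0.05 from limma (7 and 6 when adjusted over the list alone). A glutaredoxin gene (G372_RS0101425) rose from 81.9 ± 7.12 to 172 ± 27.9 normalized TPM (SD, n = 3), a log2 fold change of 1.05 (standard error 0.15, adjusted p = 0.00408 from limma), and that of a thioredoxin domain protein (G372_RS0108175) rose by 1.01 (adjusted p = 0.00221 from limma). A peroxiredoxin gene (G372_RS0109375) fell from 1642 ± 184 to 553 ± 153 (SD, n = 3), a log2 fold change of -1.60 (standard error 0.21, adjusted p = 0.00295 from limma), and a cytochrome-c peroxidase gene (G372_RS0108125) fell by 1.66 (adjusted p = 0.00967 from limma). The other genes that rose encode a glutathione amide-dependent peroxidase, a thioredoxin and MsrP, which repairs oxidized methionine. The others that fell encode a second thioredoxin and a pair of glutathione S-transferases. The cytochrome-c peroxidase gene did not pass without limma's moderation (adjusted p = 0.0738 from limma, range over all settings 0.00529 to 0.0738). The ARh2 T counts were 3 higher and 2 lower without 0.1 mM replicate 1, 0.1 mM replicate 3, 0 mM replicate 2 or limma's moderation and 3 higher and 5 lower without 0 mM replicate 1. Of 7 further such genes outside the part of Supplementary Table 2 used, 1 fell and none rose, the gene of a superoxide dismutase (G372_RS0113235), by 0.90 (adjusted p = 0.0156 from limma). It did not pass without 0 mM replicate 2, 0.1 mM replicate 1, 0.1 mM replicate 3 or limma's moderation (adjusted p = 0.0595, 0.0595, 0.0647 and 0.0698 from limma, range over all settings 0.00834 to 0.0698).
In *Tv. jannaschii* ALM2 T, 6 of 31 such genes had a value. None passed limma's test at 0.1 mM (1 higher and 0 lower at an unadjusted p under 0.05, 1 and 0 when adjusted over the list alone, and 0 and 0 with limma-voom). At 5 mM a peroxiredoxin gene (F816_RS0106970) rose by 0.51, and genes of a superoxide dismutase (F816_RS0102560) and a thioredoxin (F816_RS0102695) fell by 0.36 and 0.46 on the log2 scale (adjusted p = 0.0344, 0.0486 and 0.0401 from limma), or 1 higher and 3 lower when adjusted over the list alone. The counts at 5 mM were 0 higher and 0 lower without 5 mM replicate 1, 5 mM replicate 2, 5 mM replicate 3, 0 mM replicate 1, 0 mM replicate 2 or limma's moderation and 1 higher and 1 lower without 0 mM replicate 3. The peroxiredoxin gene did not pass without 0 mM replicate 1, 0 mM replicate 2, 5 mM replicate 1, 5 mM replicate 2, 5 mM replicate 3, the trend on the mean or limma's moderation (adjusted p = 0.114, 0.0934, 0.0742, 0.0852, 0.109, 0.0510 and 0.120 from limma, range over all settings 0.00821 to 0.120). The superoxide dismutase gene did not pass with any of the 6 libraries left out (adjusted p = 0.0504 to 0.154 from limma), nor without the trend on the mean or limma's moderation (adjusted p = 0.0641 and 0.0886 from limma, range over all settings 0.0173 to 0.154). The thioredoxin gene did not pass without 0 mM replicate 1, 0 mM replicate 2, 5 mM replicate 1, 5 mM replicate 2, 5 mM replicate 3, the trend on the mean, the filter on low values or limma's moderation (adjusted p = 0.123, 0.105, 0.113, 0.0679, 0.104, 0.0583, 0.0530 and 0.121 from limma, range over all settings 0.0194 to 0.123). Of 3 further genes outside the part of Supplementary Table 2 used, none passed limma's test at 5 mM (0 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, and 0 and 0 with limma-voom) or at 0.1 mM (0 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, and 0 and 0 with limma-voom).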

In our experiments, however, we did not detect changes in expression for the two *Thioalkalivibrio* strains for any of the genes involved in known antioxidation pathways. However, the As(III) concentrations of 0.1 mM As(III) for *Tv. thiocyanoxidans* ARh2^T^ and 5 mM As(III) for *Tv. jannaschii* ALM2^T^ triggered upregulation of the complete vitamin B_12_ (cobalamin) synthesis pathway (Supplementary Tables 1, 2). 

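Of 34 genes of the vitamin B12 group of Supplementary Table 9, which the study chose on these samples, 28 rose and none fell in *Tv. thiocyanoxidans* ARh2 T with 0.1 mM As(III) at an adjusted p under 0.05 from limma (28 higher when adjusted over the list alone). The cobaltochelatase gene *cob*N (G372_RS0108030) rose from 18.1 ± 2.44 to 114 ± 8.79 normalized TPM (SD, n = 3), a log2 fold change of 2.60 (standard error 0.13, adjusted p = 0.000163 from limma). The gene *exb*B (G372_RS0108035), of the system that energizes uptake across the outer membrane, and *cob*A-*cob*O (G372_RS0108045), for an adenosyltransferase, rose by 2.58 and 2.23 on the log2 scale (adjusted p = 0.000830 and 0.000435 from limma). In *Tv. jannaschii* ALM2 T with 5 mM As(III), 5 of the 17 genes with a value rose and none fell, or 8 when adjusted over the list alone. There *cob*N (F816_RS0104780) went from 4.04 ± 0.631 to 12.9 ± 2.50 (SD, n = 3), a log2 fold change of 1.46 (standard error 0.21, adjusted p = 0.00667 from limma). The gene *cob*A-*cob*O (F816_RS0104760) rose by 1.55 and *cob*Q (F816_RS0101325) by 0.86 (adjusted p = 0.00245 and 0.00346 from limma). At an unadjusted p under 0.05, 10 of the 17 were higher. At 0.1 mM none passed limma's test in ALM2 T (0 higher and 1 lower at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, and 0 and 0 with limma-voom). Another 17 genes of the group had no value in ALM2 T.

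**Figure D2:**
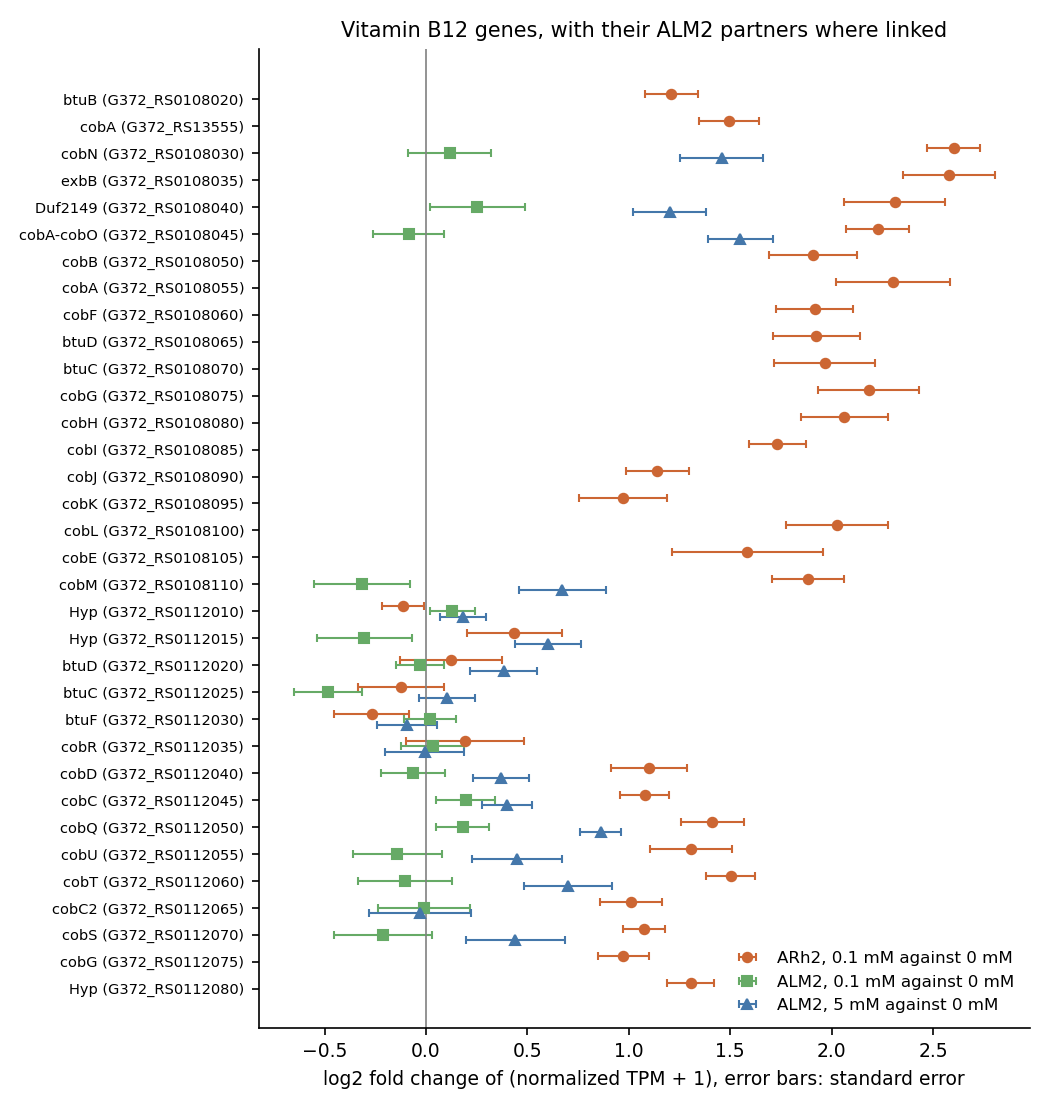
Log2 fold change, on the log2(normalized TPM + 1) scale, of the genes of the vitamin B12 group in ARh2 T at 0.1 mM As(III) (orange circles, 34 genes) and in ALM2 T at 0.1 mM (green squares) and 5 mM (blue triangles) where a value exists, with bars for the standard error from limma (n = 3 libraries per condition). In ARh2 T *cob*N lies highest, at 2.60.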

Vitamin B_12_ has been shown to protect eukaryotic cells from oxidative damage by its antioxidant activity (Birch et al., 2009; Suarez-Moreira et al., 2009; Moreira et al., 2011; Alzoubi et al., 2012; Bito et al., 2017) as well as when it is generated by arsenic in hepatic rat cells (Chattopadhyay et al., 2012; Majumdar et al., 2012). In bacterial cells, vitamin B_12_ has also been shown to be an antioxidant able to protect the cell from oxidative stress in the acidophilic iron-oxidizing bacterium *Leptospirillum* group II CF-1 (Ferrer et al., 2016). Recently, Qin et al. (2018) discovered that the archaea *Nitrosopumilus maritimus* SCM1 produces vitamin B_12_ under Cu^2+^ stress. Moreover, *cob*STU was shown to be expressed by bacteria in an arsenic-rich acid mine drainage, but was only related to the activation of iron oxidation (Bertin et al., 2011). Here, we propose that vitamin B_12_ is the main antioxidant produced under As(III) stress in *Thioalkalivibrio*.

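All 12 genes of vitamin B12 synthesis by product name with a value in the part of Supplementary Table 2 used rose in ARh2 T, also when adjusted over the list alone, and 7 of 8 outside that part. In ALM2 T at 5 mM As(III), 3 of 11 with a value rose at an adjusted p under 0.05 from limma, or 7 when adjusted over the list alone, of 20 genes so named. The count was 5 higher and 0 lower with limma-voom, a test chosen after seeing the data. At 0.1 mM none passed limma's test (0 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, and 0 and 0 with limma-voom). Paired by Supplementary Table 9, the change of *cob*N was larger in ARh2 T at 0.1 mM than in ALM2 T at 5 mM by 1.14 (standard error 0.24, adjusted p = 0.00728), that of *cob*M by 1.21 (standard error 0.28, adjusted p = 0.0106) and that of *cob*A-*cob*O by 0.68 (standard error 0.22, adjusted p = 0.0420) on the log2 scale, tested on limma's estimates. For *cob*S the difference was 0.63 (standard error 0.27, adjusted p = 0.0923), and for *cob*R 0.20 (standard error 0.35, adjusted p = 0.686), from the same test on limma's estimates. The doses and sampling days of the strains differ.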

In addition, *Tv*. *thiocyanoxidans* ARh2^T^ significantly upregulates the expression of the chaperones *dna*K and Hsp20, and slightly of *gro*EL, *grp*E and *dna*J. In contrast, *Tv. jannaschii* ALM2^T^ does not change the expression of those genes. 

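In *Tv. thiocyanoxidans* ARh2 T, 4 of the 6 chaperone genes of Supplementary Table 9, which the study chose on these samples, rose with 0.1 mM As(III) at an adjusted p under 0.05 from limma, or 5 when adjusted over the list alone. The gene *dna*K (G372_RS0100815) went from 316 ± 119 to 881 ± 78.9 normalized TPM (SD, n = 3), a log2 fold change of 1.54 (standard error 0.24, adjusted p = 0.00614 from limma). The gene of Hsp20 (G372_RS0111485) rose by 1.93, *grp*E (G372_RS0100810) by 1.01 and *dna*J (G372_RS0100820) by 0.80 (adjusted p = 0.00649, 0.00687 and 0.00372 from limma). The log2 fold change was 0.97 (adjusted p = 0.0916) for *gro*EL (G372_RS0101945) and 0.41 (adjusted p = 0.364) for *gro*ES (G372_RS0101950), from limma. None of 4 such genes passed limma's test in *Tv. jannaschii* ALM2 T at 5 mM (0 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, and 0 and 0 with limma-voom) or at 0.1 mM (0 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, and 0 and 0 with limma-voom). Its *dna*K (F816_RS0110510) had a log2 fold change of 0.71 (standard error 0.33, adjusted p = 0.190 from limma) at 5 mM. The change of *dna*K differed between ARh2 T at 0.1 mM and ALM2 T at 0.1 mM by 1.49 (adjusted p = 0.00546), and between ARh2 T at 0.1 mM and ALM2 T at 5 mM the difference was 0.83 (adjusted p = 0.143), both on limma's estimates. Without limma's moderation, *dna*K (adjusted p = 0.0574, range over all settings 0.00152 to 0.0574), Hsp20 (adjusted p = 0.0618, range over all settings 0.00173 to 0.0618) and *grp*E (adjusted p = 0.0501, range over all settings 0.00317 to 0.0501) did not pass, which leaves 1 higher and 0 lower. *gro*EL passed without 0 mM replicate 1 (adjusted p = 0.00570 from limma, range over all settings 0.00570 to 0.236), and *gro*ES passed without 0 mM replicate 1 (adjusted p = 0.0277 from limma, range over all settings 0.0277 to 0.672).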

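Of 22 chaperones and proteases of the heat shock response by product name in ARh2 T, 19 had a value, of which 8 rose and 1 fell (12 and 2 when adjusted over the list alone). Beside the chaperones of the Hsp70 system, the disaggregase gene ClpB (G372_RS0107040) rose from 122 ± 46.5 to 305 ± 39.9 normalized TPM (SD, n = 3), a log2 fold change of 1.36 (standard error 0.25, adjusted p = 0.00968 from limma). The gene of the Hsp90 family chaperone HtpG (G372_RS0102090) rose by 1.28 (adjusted p = 0.0125 from limma). The gene of the membrane protease FtsH (G372_RS0106575) fell by 0.47 (adjusted p = 0.0400 from limma). ClpB did not pass without limma's moderation (adjusted p = 0.0707 from limma, range over all settings 0.00223 to 0.0707). HtpG did not pass without 0.1 mM replicate 1 or limma's moderation (adjusted p = 0.0511 and 0.0796 from limma, range over all settings 0.00263 to 0.0796). FtsH did not pass without 0 mM replicate 2, 0 mM replicate 3, 0.1 mM replicate 1, 0.1 mM replicate 2, 0.1 mM replicate 3 or limma's moderation (adjusted p = 0.107, 0.0776, 0.0908, 0.105, 0.0955 and 0.0682 from limma, range over all settings 0.0241 to 0.107). The counts were 4 higher and 0 lower without 0.1 mM replicate 1, 8 higher and 0 lower without 0.1 mM replicate 2 or 0 mM replicate 3, 6 higher and 0 lower without 0.1 mM replicate 3, 13 higher and 1 lower without 0 mM replicate 1, 5 higher and 0 lower without 0 mM replicate 2, 1 higher and 0 lower without limma's moderation and 10 higher and 2 lower with limma-voom. Outside the part of Supplementary Table 2 used, 2 of 6 further genes rose and none fell, Hsp20 and a second *fts*H gene (G372_RS0103140), by 0.52 (adjusted p = 0.0386 from limma). That gene did not pass without 0 mM replicate 2, 0 mM replicate 3, 0.1 mM replicate 1, 0.1 mM replicate 2, 0.1 mM replicate 3 or limma's moderation (adjusted p = 0.118, 0.0674, 0.123, 0.0914, 0.0863 and 0.0880 from limma, range over all settings 0.0200 to 0.123). These counts were 2 higher and 1 lower without 0 mM replicate 1 and 1 higher and 0 lower without 0 mM replicate 2, 0 mM replicate 3, 0.1 mM replicate 1, 0.1 mM replicate 2, 0.1 mM replicate 3 or limma's moderation. In ALM2 T, 1 of 13 genes so named had a value and did not pass limma's test at 5 mM (0 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, and 0 and 0 with limma-voom) or at 0.1 mM (0 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, and 0 and 0 with limma-voom). Outside that part, the 1 gene matched, by the word chaperone in its product name, encodes a PqqD family peptide chaperone (F816_RS0112215). Such proteins bind a peptide for its modification and are not heat shock chaperones. Its transcript fell at 5 mM by 1.10 (adjusted p = 0.0270 from limma) and did not pass at 0.1 mM (0 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, and 0 and 0 with limma-voom). It did not pass without 0 mM replicate 1, 0 mM replicate 2, 5 mM replicate 2, 5 mM replicate 3 or limma's moderation (adjusted p = 0.0761, 0.0735, 0.0827, 0.0839 and 0.146 from limma, range over all settings 0.00860 to 0.146).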

Chaperones from the Hsp70 (DnaK, DnaJ and GrpE) and Hsp60 (GroEL and GroES) systems have been shown to be commonly induced as an arsenic stress response in bacteria (Andres and Bertin, 2016). These chaperones are essential for the cell viability and the survival under diverse stressful conditions as they facilitate the proper folding of newly translated proteins or maintain it for already translated ones (Houry, 2001; Hayer-Hartl et al., 2016; Hartl, 2017).

### (4) Sulfur Metabolism

*Thioalkalivibrio* strains are sulfur-oxidizing bacteria that possess a high inter-genus diversity of different genes and pathways involved in sulfur oxidation (Berben et al., 2019). *Tv. thiocyanoxidans* ARh2^T^ and *Tv. jannaschii* ALM2^T^ differentiate from each other by the fact that *Tv. thiocyanoxidans* ARh2^T^ possesses the TcDH pathway for thiocyanate oxidation, the Apr-Sat pathway for sulfite oxidation as well as a second homologous copy of Soe for sulfite oxidation, whereas *Tv. jannaschii* ALM2^T^ does not (Berben et al., 2019). Interestingly, the sequences of the two SoeA in *Tv. thiocyanoxidans* ARh2^T^ form two distinct clusters, i.e., one cluster grouping around SoeA of *Allochromatium vinosum* (cluster 1) (Dahl et al., 2013) and a second cluster forming a separate group (cluster 2), hereafter called “Soe-like” gene. Both copies are present together in 41 *Thioalkalivibrio* strains (Supplementary Figure 4). Various genes in the sulfur oxidation pathway are upregulated in *Tv. thiocyanoxidans* ARh2^T^ under As(III) stress [*sox*YZXXAB, *apr*A and *soe*ABC (cluster 2)], whereas others were not differentially expressed, such as *soe*ABC (cluster 1), *sat* and *sor*AB. 

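Of 23 genes of sulfur oxidation of Supplementary Table 9 with a value, a list the study chose on these samples, 11 rose and 2 fell in ARh2 T with 0.1 mM As(III) at an adjusted p under 0.05 from limma (13 and 2 when adjusted over the list alone). The cytochrome gene *sox*A (G372_RS0102110) went from 6089.6 ± 4705 to 25765 ± 2993 normalized TPM (SD, n = 3), a log2 fold change of 2.46 (standard error 0.63, adjusted p = 0.0326 from limma). Its control libraries were at 1622, 5646 and 11001. The gene *sox*X (G372_RS0102105) next to it rose by 2.34, and *sox*Y (G372_RS0108445) and *sox*Z (G372_RS13565), for the carrier protein of thiosulfate oxidation, by 1.94 and 1.96 (adjusted p = 0.0343, 0.0109 and 0.00967 from limma). Of the *sox*B genes, G372_RS0104530 rose by 1.30 (adjusted p = 0.00429 from limma) and G372_RS0107420 had a log2 fold change of -0.09 (adjusted p = 0.688). The *soe*CBA genes of cluster 2 (G372_RS0108330, G372_RS0108335 and G372_RS0108340) rose by 2.25, 2.15 and 1.46 (adjusted p = 0.000435, 0.000770 and 0.00429 from limma). The NADH dehydrogenase gene of the group (G372_RS0107950) fell by 2.07 on the log2 scale (adjusted p = 0.000739 from limma), as did a DsrE/F-like gene (G372_RS0111020), and the counts were 8 higher and 1 lower without 0.1 mM replicate 1, 0.1 mM replicate 2, 0.1 mM replicate 3 or 0 mM replicate 2, 13 higher and 1 lower without 0 mM replicate 3 and 6 higher and 1 lower without limma's moderation. *sox*A did not pass without 0 mM replicate 2, 0.1 mM replicate 1, 0.1 mM replicate 2, 0.1 mM replicate 3 or limma's moderation (adjusted p = 0.0798, 0.0843, 0.0755, 0.0972 and 0.134 from limma, range over all settings 0.00839 to 0.134). *sox*X did not pass without 0 mM replicate 2, 0.1 mM replicate 1, 0.1 mM replicate 2, 0.1 mM replicate 3 or limma's moderation (adjusted p = 0.0828, 0.0865, 0.0781, 0.101 and 0.135 from limma, range over all settings 0.00911 to 0.135). *sox*Y did not pass without limma's moderation (adjusted p = 0.0669 from limma, range over all settings 0.00551 to 0.0669), and *sox*Z did not pass without limma's moderation (adjusted p = 0.0592 from limma, range over all settings 0.00394 to 0.0592).

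**Figure D3:**
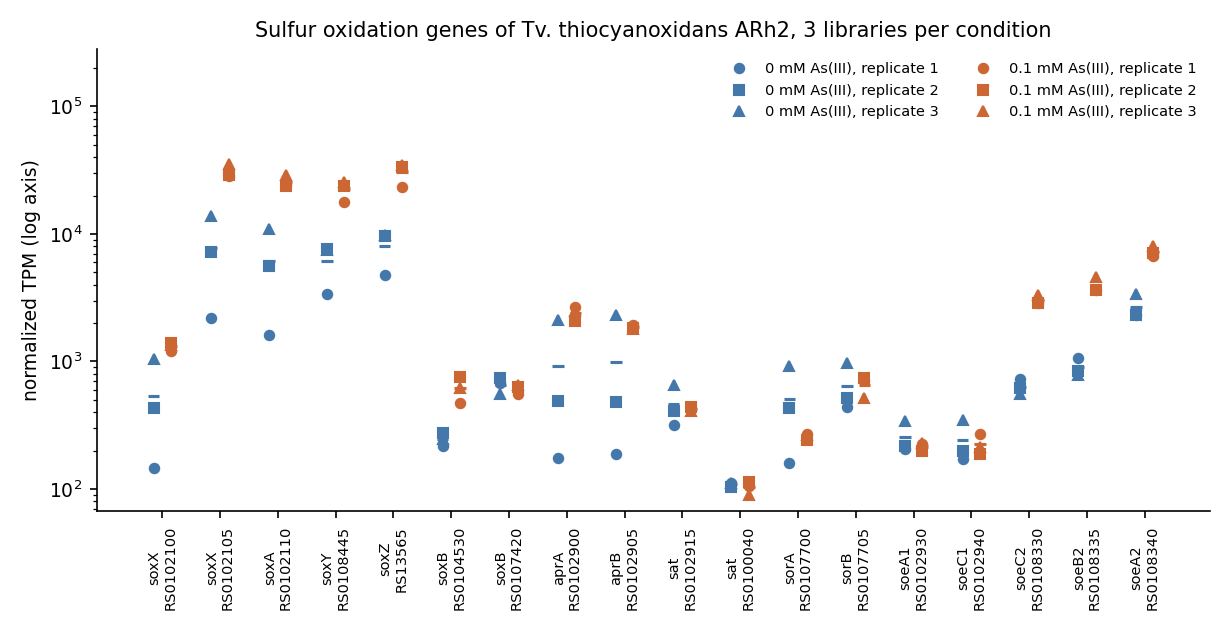
Normalized TPM (log axis) of sulfur oxidation genes in each ARh2 T library at 0 mM (blue) and 0.1 mM As(III) (orange), with circles, squares and triangles for replicates 1, 2 and 3 and horizontal bars for the means. The controls of *sox*A spread from 1622 to 11001, below its libraries with As(III).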

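Other sulfur oxidation genes did not pass limma's test in ARh2 T. The adenylyl-sulfate reductase genes *apr*A (G372_RS0102900) and *apr*B (G372_RS0102905) had log2 fold changes of 2.09 (standard error 0.79, adjusted p = 0.0959) and 1.66 (standard error 0.79, adjusted p = 0.170) from limma. The second *sox*X gene (G372_RS0102100) had 1.70 (adjusted p = 0.0855) from limma. For *sat* the values were -0.05 (G372_RS0102915) and -0.08 (G372_RS0100040), for *sor*A (G372_RS0107700) -0.63 (adjusted p = 0.434) and for *sor*B (G372_RS0107705) 0.11, from limma. In *soe* cluster 1, *soe*A (G372_RS0102930) and *soe*C (G372_RS0102940) had -0.19 and -0.04. *apr*A passed without 0 mM replicate 3 (adjusted p = 0.00460 from limma, range over all settings 0.00460 to 0.252), and *apr*B passed without 0 mM replicate 3 (adjusted p = 0.00481 from limma, range over all settings 0.00481 to 0.350). The second *sox*X gene passed without 0 mM replicate 3 (adjusted p = 0.00968 from limma, range over all settings 0.00968 to 0.236), and *sor*A passed without 0 mM replicate 1 (adjusted p = 0.0304 from limma, range over all settings 0.0304 to 0.959).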

In *Tv. jannaschii* ALM2^T^, only the *soe*ABC (cluster 2) was highly upregulated together with genes necessary for the molybdenum cofactor production of SoeA, the *moa*A (GTP 3′,8-cyclase) (Mendel and Leimkühler, 2015) and the molybdate ABC transporter.

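The *soe*CBA genes of cluster 2 rose with 5 mM As(III) in *Tv. jannaschii* ALM2 T by 1.26 (F816_RS0109495), 1.87 (F816_RS0109500) and 1.51 (F816_RS0109505) on the log2 scale (adjusted p = 0.00245, 0.000296 and 0.000290 from limma). The gene *moa*A next to them (F816_RS0109510) went from 106 ± 23.8 to 435 ± 14.7 normalized TPM (SD, n = 3), a log2 fold change of 2.06 (standard error 0.16, adjusted p = 0.000620 from limma). The molybdate transporter genes rose by 1.14 for the permease (F816_RS0105490) and 1.04 for the ATP-binding protein (F816_RS0105495) (adjusted p = 0.0158 and 0.0184 from limma). These were with *moa*A 3 of 4 genes of molybdenum cofactor synthesis and molybdate uptake with a value, of 5 so named, also when adjusted over the list alone. In *Tv. thiocyanoxidans* ARh2 T at 0.1 mM, 1 of 6 rose, *moa*A (G372_RS0108345), from 139 ± 47.4 to 859 ± 94.4 (SD, n = 3), a log2 fold change of 2.66 (standard error 0.23, adjusted p = 0.000819 from limma). The other 2 genes so named in ARh2 T, outside the part of Supplementary Table 2 used, did not pass limma's test (1 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, and 0 and 0 with limma-voom). At 0.1 mM none of the ALM2 T genes passed limma's test (1 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, and 0 and 0 with limma-voom). The ALM2 T count at 5 mM was 1 higher and 0 lower without 5 mM replicate 1 or 5 mM replicate 2. The permease gene did not pass without 5 mM replicate 1, 5 mM replicate 2 or limma's moderation (adjusted p = 0.0565, 0.0603 and 0.0659 from limma, range over all settings 0.00704 to 0.0659), and the ATP-binding protein gene did not pass without 5 mM replicate 1, 5 mM replicate 2 or 5 mM replicate 3 (adjusted p = 0.0742, 0.0603 and 0.0518 from limma, range over all settings 0.00396 to 0.0742).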

As(III) was also oxidized in *Tv. thiocyanoxidans* ARh2^T^ cultures, although this strain does not possess an arsenite oxidase in its genome (Figure 1). Therefore, another as yet unknown enzyme must exist besides the two known arsenite oxidases AioA and ArxA involved in As(III) oxidation under aerobic conditions. Comparing our results with the work of Fisher et al. (2008), we can hypothesize that thioarsenate species have also formed in our cultures, opening new possibilities for enzymatic pathways of As(III) oxidation in the presence of thiosulfate or sulfide. Some enzymes have already been hypothesized to be involved in the oxidation pathway of thioarsenate compounds. Edwardson et al. (2014) proposed the Sox pathway as a potential facilitator of thioarsenate oxidation based on the structural similarity between monothioarsenate and thiosulfate. In this system, Sox enzymes would be able to cleave the thiol group from monothioarsenate. This hypothesis could be supported by the upregulation of the *sox* cluster in *Tv. thiocyanoxidans* ARh2^T^, but is contradicted by the stable or even slight downregulation of these genes in *Tv. jannaschii* ALM2^T^ where the strongest As(III) oxidation occurred. Furthermore, a sulfide:quinone oxidoreductase and its operon were found upregulated in the presence of sulfide or As(III) in *Synechocystis* sp. strain PCC6803 (Nagy et al., 2014). 

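Supplementary Table 9, a list the study chose on these samples, names 7 *sox* genes in each strain. Of those with a value, 5 of 7 rose in *Tv. thiocyanoxidans* ARh2 T at 0.1 mM (6 when adjusted over the list alone). None of 7 rose in *Tv. jannaschii* ALM2 T at 5 mM, 2 fell and 5 did not pass limma's test (0 higher and 3 lower at an unadjusted p under 0.05, 0 and 3 when adjusted over the list alone, and 0 and 3 with limma-voom). In ALM2 T at 5 mM *sox*A (F816_RS0110630) had a log2 fold change of -0.84 (standard error 0.22, adjusted p = 0.0389 from limma) and *sox*X (F816_RS0110625) one of -0.80 (adjusted p = 0.0677) from limma. The thiosulfohydrolase gene *sox*B (F816_RS0104290) fell by 0.35 on the log2 scale (adjusted p = 0.0380 from limma), and *sor*B (F816_RS0107860) and *sor*A (F816_RS0107855) by 0.86 and 0.79 (adjusted p = 0.00602 and 0.0181 from limma). In all, 3 of 15 genes of the sulfur oxidation group of Supplementary Table 9 with a value rose and 6 fell in ALM2 T (3 and 7 when adjusted over the list alone, 3 higher and 3 lower without 0 mM replicate 2 or limma's moderation). The change in ARh2 T at 0.1 mM minus that in ALM2 T at 5 mM was 3.31 (standard error 0.67, adjusted p = 0.00682) for *sox*A, 3.14 (standard error 0.66, adjusted p = 0.00721) for *sox*X and 2.04 (standard error 0.43, adjusted p = 0.00721) for *sox*Y, on limma's estimates. It was 1.35 (standard error 0.21, adjusted p = 0.00191) for the *sox*B pair of G372_RS0104530 and F816_RS0100430 and 0.26 (standard error 0.17, adjusted p = 0.260) for that of G372_RS0107420 and F816_RS0104290, on limma's estimates. At 0.1 mM As(III) none of the 7 *sox* genes of ALM2 T passed limma's test (0 higher and 1 lower at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, and 0 and 0 with limma-voom), nor any of the 15 of the whole group (0 higher and 4 lower at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, and 0 and 0 with limma-voom). The ALM2 T *sox*A did not pass without 0 mM replicate 1, 0 mM replicate 2, 0 mM replicate 3, 5 mM replicate 3, the trend on the mean, the filter on low values or limma's moderation (adjusted p = 0.0909, 0.0962, 0.0839, 0.0779, 0.0558, 0.0635 and 0.168 from limma, range over all settings 0.00516 to 0.168). Its *sox*B did not pass with any of the 6 libraries left out (adjusted p = 0.0513 to 0.126 from limma), nor without the trend on the mean or limma's moderation (adjusted p = 0.0524 and 0.0607 from limma, range over all settings 0.0132 to 0.126). *sor*A did not pass without 0 mM replicate 2 or limma's moderation (adjusted p = 0.0525 and 0.104 from limma, range over all settings 0.00212 to 0.104), and *sox*X passed without low-read genes, with limma-voom on the recovered reads or without 5 mM replicate 1 (adjusted p = 0.0314, 0.0148 and 0.0350 from limma, range over all settings 0.0148 to 0.232). The ARh2 T *sox* counts were 3 higher and 0 lower without 0 mM replicate 2, 0.1 mM replicate 1, 0.1 mM replicate 2 or 0.1 mM replicate 3 and 1 higher and 0 lower without limma's moderation, and those of ALM2 T 0 higher and 0 lower without 0 mM replicate 1, 0 mM replicate 2, 0 mM replicate 3, 5 mM replicate 3 or limma's moderation and 0 higher and 1 lower without 5 mM replicate 2.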

As these genes are closely related to genes in *Tv. thiocyanodenitrificans* ARhD1^T^, although not found in a single operon in this strain, they proposed that these genes could be involved in thioarsenate oxidation in *Thioalkalivibrio*. However, no upregulation of these genes was detected in the dataset obtained with *Tv. jannaschii* ALM2^T^ and *Tv. thiocyanoxidans* ARh2^T^ growing with As(III). Couture et al. (2012) proposed in a review the involvement of the proteins SelD and SelU coupled to ArxC in thioarsenate production alongside to their normal activity of making selenophosphate and modifying RNA. However, we could not find any homologs to these proteins in the genomes of *Tv. jannaschii* ALM2^T^ and *Tv. thiocyanoxidans* ARh2^T^.

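The increase of *soe*C of cluster 2 was larger in *Tv. thiocyanoxidans* ARh2 T at 0.1 mM As(III) than in *Tv. jannaschii* ALM2 T at 5 mM. The change in ARh2 T minus that in ALM2 T was 0.99 (standard error 0.20, adjusted p = 0.00682) for *soe*C, 0.28 (standard error 0.22, adjusted p = 0.352) for *soe*B and -0.05 (standard error 0.23, adjusted p = 0.874) for *soe*A on the log2 scale, on limma's estimates. For *soe*A and *soe*B the difference did not pass the test. Over all 61 matched pairs of Supplementary Table 9, which the study chose on these samples, 27 changes differed between the strains, 23 of them higher in ARh2 T. Without the vitamin B12 genes, 17 of 44 pairs differed. Across the 61 pairs, which are not independent replicates, Spearman's correlation of the changes was 0.19 and Pearson's -0.04.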

The only genes of the sulfur oxidation pathway that were induced in both strains at their highest respective As(III) concentration were the quinone-dependent sulfite oxidase *soe*ABC (cluster 2). SoeABC is a molybdopterin oxidoreductase of the same family as the arsenic oxidoreductases Aio, Arr, and Arx (Krafft and Macy, 1998; Ellis et al., 2001; McEwan et al., 2002; Zargar et al., 2010; Dahl et al., 2013). Similar to those proteins, SoeA and SoeB form a heterodimer, which is anchored to the cytoplasmic membrane by SoeC. The difference between the SoeA and the arsenic oxidoreductase is that SoeA does not contain a TAT-signal peptide, and therefore it stays in the cytoplasm (Dahl et al., 2013). This TAT-signal peptide also does not exist in the SoeABC-like protein of the cluster 2. Until now, no activity and substrate specificity have been proven for this second Soe-like cluster. Therefore, we propose that this Soe-like protein as a possible candidate for co-oxidation of As(III) and sulfite (SO_3_^2-^), or oxidation of thioarsenate. Moreover, we hypothesize that the observed oxidation has rather the aim of detoxifying the cell as both strains were unable to grow on As(III) as a sole electron donor (Supplementary Figure 2).

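All transcripts of *soe* cluster 2 rose by more than 2-fold in both strains. In ARh2 T, the level of *soe*A (G372_RS0108340) went from 2677 ± 622 to 7269 ± 697 normalized TPM with 0.1 mM As(III), that of *soe*B (G372_RS0108335) from 896 ± 145 to 3961 ± 561 and that of *soe*C (G372_RS0108330) from 632 ± 85.2 to 3006 ± 257 (SD, n = 3). In ALM2 T with 5 mM As(III), *soe*A (F816_RS0109505) went from 504 ± 8.73 to 1443 ± 136, *soe*B (F816_RS0109500) from 504 ± 22.7 to 1858 ± 311 and *soe*C (F816_RS0109495) from 328 ± 39.8 to 788 ± 100.1 (SD, n = 3). Levels are not compared between the strains, whose tables were normalized separately. With 0.1 mM As(III) in ALM2 T the log2 fold changes were 0.05 (adjusted p = 0.956) for *soe*A, -0.02 (adjusted p = 0.976) for *soe*B and 0.05 (adjusted p = 0.958) for *soe*C, and none passed limma's test. The paper notes that no activity or substrate has been shown for this second Soe-like cluster and on that ground proposes it as a possible candidate for the oxidation of As(III) together with sulfite, or of thioarsenate.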

Multiple putative sulfurtransferases annotated as DsrE/F-like genes were found up- or downregulated in the presence of As(III). 

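The largest increase in ARh2 T among genes with a locus tag was that of a DsrE/F-like gene (G372_RS0107730), from 6.84 ± 5.22 to 171 ± 21.2 normalized TPM (SD, n = 3) with 0.1 mM As(III), a log2 fold change of 4.72 (standard error 0.51, adjusted p = 0.00194 from limma). Its reads per library went from 2 to 20 at 0 mM and from 269 to 332 at 0.1 mM. Its neighbour G372_RS0107725 rose by 1.54 and G372_RS0104960 by 0.49, while G372_RS0111020 fell by 2.60 (adjusted p = 0.00527, 0.0369 and 0.0439 from limma). In ALM2 T with 5 mM As(III), the matched gene F816_RS0107880 fell from 240.0 ± 42.8 to 61.6 ± 19.6 (SD, n = 3), a log2 fold change of -1.97 (standard error 0.22, adjusted p = 0.00332 from limma). There F816_RS0105605 fell by 1.04 (adjusted p = 0.00317 from limma). F816_RS0112670 had a log2 fold change of -0.13 (adjusted p = 0.553 from limma), while the gene matched to it in ARh2 T (G372_RS0107950) fell. By product name, G372_RS0107950 encodes an NADH dehydrogenase, and the difference of this pair is not counted as one of DsrE/F-like genes. The change of G372_RS0107950 minus that of F816_RS0112670 was -1.94 (standard error 0.21, adjusted p = 0.000311) on limma's estimates. The change of G372_RS0107730 in ARh2 T minus that of F816_RS0107880 in ALM2 T was 6.69 (standard error 0.55, adjusted p = 0.000125) on limma's estimates. G372_RS0111020 did not pass without 0 mM replicate 2, 0 mM replicate 3, 0.1 mM replicate 1, 0.1 mM replicate 2, 0.1 mM replicate 3, the trend on the mean or limma's moderation (adjusted p = 0.123, 0.0766, 0.108, 0.103, 0.120, 0.0511 and 0.165 from limma, range over all settings 0.000355 to 0.165). G372_RS0104960 did not pass with any of the 6 libraries left out (adjusted p = 0.0578 to 0.115 from limma), nor without limma's moderation (adjusted p = 0.0889 from limma, range over all settings 0.0277 to 0.115).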

The sulfurtransferase DsrEFH binds to sulfur via a conserved cysteine of the DsrE and transports it to the DsrC in the reverse Dsr system of elemental sulfur oxidation to sulfite (Stockdreher et al., 2012). The function of a cysteine in an active site is known to be inactivated by the binding of As(III) to the sulfhydryl group (Shen et al., 2013). One possibility for their change in expression could therefore be either their induction to compensate for the inactivation (upregulation) or their reduction to shut down the pathway (downregulation).

### (5) Recombination and EnergyGeneration

Interestingly, genes for genetic recombination were downregulated. These include different transposases and integrases. This is in contradiction with the findings of Gualco et al. (2004) where a rise in the amount of recombinants in conjugation and transduction, and transposition of the Tn9 was observed when As(III) at a sub-MIC (Minimal Inhibitory Concentration) was added. This is in agreement with the general understanding that stressful environmental conditions induce genetic variation in bacteria via mutations and recombination (Bjedov et al., 2003; Foster, 2005, 2007; Prudhomme et al., 2006; Schuurmans et al., 2014).

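In ARh2 T with 0.1 mM As(III), 5 genes listed as transposases and integrases in Supplementary Table 9 fell. The study chose this list on these samples, so the decreases are no independent evidence of a direction. By product name, G372_RS0102685 and G372_RS0106495 encode hypothetical proteins. The gene with the largest decrease (G372_RS0102685) went from 117 ± 18.1 to 14.8 ± 0.611 normalized TPM (SD, n = 3), a log2 fold change of -2.89 (standard error 0.14, adjusted p = 0.000163 from limma). A site-specific integrase gene (G372_RS0106410) fell by 2.40 on the log2 scale, G372_RS0106495 by 1.89, G372_RS0106250 by 1.46 and G372_RS0106255 by 1.10 (adjusted p = 0.000388, 0.000830, 0.000979 and 0.00202 from limma). Of 7 mobile elements by product name in ARh2 T, 1 fell, the same integrase gene, and 1 rose, also when adjusted over the list alone. The gene that rose encodes an AlpA family phage regulator (G372_RS0105240), with a log2 fold change of 0.82 (adjusted p = 0.0456) from limma. It did not pass without 0 mM replicate 1, 0 mM replicate 2, 0.1 mM replicate 2, 0.1 mM replicate 3, the trend on the mean, the filter on low values or limma's moderation or with limma-voom on the recovered reads (adjusted p = 0.0964, 0.131, 0.128, 0.137, 0.0543, 0.0507, 0.153 and 0.0949 from limma, range over all settings 0.0188 to 0.153), and the counts were 0 higher and 1 lower without 0.1 mM replicate 2, 0.1 mM replicate 3, 0 mM replicate 1, 0 mM replicate 2 or limma's moderation and 0 higher and 1 lower with limma-voom. The 1 further mobile element outside the part of Supplementary Table 2 used did not pass limma's test (1 higher and 0 lower at an unadjusted p under 0.05, 1 and 0 when adjusted over the list alone, and 1 and 0 with limma-voom, and 1 and 0 without 0 mM replicate 1).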

In addition, genes are induced that are involved in the various pathways for the electron transfer in oxidative phosphorylation including the NADH:ubiquinone oxidoreductase in both strains, a cytochrome c synthesis gene and a Na^+^/H^+^ antiporter subunit in *Tv. thiocyanoxidans* ARh2^T^. 

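Of 14 genes of the NADH:quinone oxidoreductase, the complex that passes electrons from NADH to quinones, 10 rose in ARh2 T with 0.1 mM As(III) at an adjusted p under 0.05 from limma (11 when adjusted over the list alone), and in ALM2 T with 5 mM, 12 of 15 (12). None fell in either. Subunits of this complex are also in Supplementary Table 9, a list the study chose on these samples and through which genes were named here. In ALM2 T all 15 had a value, against 0 of 15 ribosomal protein genes and 0 of 8 ATP synthase genes. In ARh2 T, the genes that did not pass limma's test were *nuo*D (G372_RS0103095), *nuo*C (G372_RS0103100), *nuo*B (G372_RS0103105) and *nuo*A (G372_RS0103110), with log2 fold changes of 0.62 (adjusted p = 0.0726), 0.32 (adjusted p = 0.161), 0.19 (adjusted p = 0.351) and -0.23 (adjusted p = 0.500). In ALM2 T they were *nuo*B (F816_RS0105835), *nuo*A (F816_RS0105840) and a subunit M (F816_RS0108130), with 0.20 (adjusted p = 0.320), 0.25 (adjusted p = 0.428) and -0.16 (adjusted p = 0.518) from limma. In ARh2 T *nuo*J (G372_RS0103065) rose from 184 ± 9.04 to 409.6 ± 34.0 normalized TPM (SD, n = 3), a log2 fold change of 1.15 (standard error 0.11, adjusted p = 0.00131 from limma), and in ALM2 T *nuo*N (F816_RS0105775) from 119 ± 15.3 to 228 ± 14.9 (SD, n = 3), a log2 fold change of 0.94 (standard error 0.12, adjusted p = 0.00421 from limma). At 0.1 mM none of 15 passed limma's test in ALM2 T (0 higher and 3 lower at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, and 0 and 0 with limma-voom). Of the matched subunits, the change of *nuo*J was larger in ARh2 T at 0.1 mM than in ALM2 T at 5 mM by 0.53 (standard error 0.16, adjusted p = 0.0317) on limma's estimates. The ALM2 T count at 5 mM was 7 higher and 0 lower without limma's moderation.
Of 9 genes of terminal oxidases and the cytochrome *bc*1 complex with a value in ARh2 T, 2 rose and 3 fell (2 and 3 when adjusted over the list alone). The Rieske subunit gene (G372_RS0102510) fell from 1182 ± 115 to 475 ± 92.1 (SD, n = 3), a log2 fold change of -1.33 (standard error 0.17, adjusted p = 0.00270 from limma). The cytochrome *b* gene beside it (G372_RS0102505) fell by 0.92 (adjusted p = 0.0248 from limma). Among the genes of the *cbb*3 oxidase, G372_RS0108250 (CcoG) and G372_RS0108255 (subunit III) rose by 0.53 and 0.50, and G372_RS0108270 (subunit I) fell by 0.82 (adjusted p = 0.0253, 0.0381 and 0.0265 from limma). The counts were 0 higher and 1 lower without 0.1 mM replicate 1, 0.1 mM replicate 3 or 0 mM replicate 2, 0 higher and 3 lower without 0.1 mM replicate 2, 0 higher and 2 lower without 0 mM replicate 1, 1 higher and 3 lower without 0 mM replicate 3 and 1 higher and 1 lower without limma's moderation. The cytochrome *b* gene did not pass without 0 mM replicate 1, 0 mM replicate 2, 0.1 mM replicate 1, 0.1 mM replicate 3 or limma's moderation (adjusted p = 0.0525, 0.0808, 0.0843, 0.0861 and 0.100 from limma, range over all settings 0.00964 to 0.100). CcoG did not pass without 0 mM replicate 1, 0 mM replicate 2, 0.1 mM replicate 1, 0.1 mM replicate 2, 0.1 mM replicate 3 or limma's moderation (adjusted p = 0.0601, 0.0887, 0.0745, 0.0746, 0.0681 and 0.0669 from limma, range over all settings 0.00968 to 0.0887). Subunit III did not pass with any of the 6 libraries left out (adjusted p = 0.0550 to 0.122 from limma, range over all settings 0.0213 to 0.136). Subunit I did not pass without 0 mM replicate 2, 0.1 mM replicate 1, 0.1 mM replicate 3 or limma's moderation (adjusted p = 0.0770, 0.0904, 0.0933 and 0.0968 from limma, range over all settings 0.0180 to 0.0968). In the whole group of Supplementary Table 9 on recombination and energy, which the study chose on these samples, 12 of 21 genes rose and 5 fell in ARh2 T (13 and 5 when adjusted over the list alone). The group holds subunits of the NADH:quinone oxidoreductase, so its counts are not separate from those given above for that complex. In ALM2 T, 12 of 17 rose at 5 mM (12 when adjusted over the list alone, 7 higher and 0 lower without limma's moderation) and none passed limma's test at 0.1 mM (0 higher and 3 lower at an unadjusted p under 0.05, 0 and 1 when adjusted over the list alone, and 0 and 0 with limma-voom).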

The transcriptional upregulation of these complexes are commonly observed in bacteria in the presence of arsenic (Andres and Bertin, 2016). One explanation could be that arsenic works as an uncoupler of the membrane potential and as an alternative substrate of ATPase, which could impair NADH and ATP production. 

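In *Tv. thiocyanoxidans* ARh2 T, a cytochrome c gene (G372_RS0104115) rose from 339 ± 112 to 1649.8 ± 340.5 normalized TPM with 0.1 mM As(III) (SD, n = 3), a log2 fold change of 2.31 (standard error 0.27, adjusted p = 0.00219 from limma). The change in ARh2 T minus that of the matched gene in ALM2 T at 5 mM was 2.21 (standard error 0.31, adjusted p = 0.00115) on limma's estimates. Of 14 genes of Na+/H+ antiporters and of the Rsx electron transport complex with a value, 5 rose and none fell (7 when adjusted over the list alone). Antiporter subunit G (G372_RS0107835) rose from 129 ± 20.2 to 276 ± 50.5 (SD, n = 3), a log2 fold change of 1.09 (standard error 0.17, adjusted p = 0.00545 from limma). Subunits D (G372_RS0107820), F (G372_RS0107830) and E (G372_RS0107825) of the same cluster rose by 0.83, 0.82 and 0.77 (adjusted p = 0.00270, 0.00476 and 0.00731 from limma). The 1 gene of cytochrome c maturation with a value in the part of Supplementary Table 2 used, for the disulfide reductase DsbD (G372_RS0101980), rose by 0.95 (adjusted p = 0.00649 from limma). Outside that part, all 4 genes so named rose, those of ResB (G372_RS0110525), CcsB (G372_RS0110520), DsbA/DsbL (G372_RS0110515) and a further biogenesis protein (G372_RS0111480), by 1.04, 0.81, 0.90 and 0.44 (adjusted p = 0.00521, 0.00527, 0.00757 and 0.0405 from limma), and the gene of a sodium-translocating pyrophosphatase (G372_RS0110995), a sodium pump and the 1 further gene matched to the antiporter list, fell by 1.75 (adjusted p = 0.000936 from limma). G372_RS0111480 did not pass without 0 mM replicate 2, 0 mM replicate 3, 0.1 mM replicate 1, 0.1 mM replicate 2, 0.1 mM replicate 3, the trend on the mean or limma's moderation (adjusted p = 0.120, 0.0740, 0.115, 0.0661, 0.126, 0.0506 and 0.0839 from limma, range over all settings 0.0268 to 0.126). At 5 mM in *Tv. jannaschii* ALM2 T, 1 of 6 antiporter and Rsx genes with a value rose, of 15 so named, subunit B (F816_RS0105000), by 0.74 (adjusted p = 0.00809 from limma). Subunit B did not pass without limma's moderation (adjusted p = 0.0563 from limma, range over all settings 0.00181 to 0.0563), which leaves 0 higher and 0 lower. At 0.1 mM none of these genes passed limma's test in ALM2 T (2 higher and 0 lower at an unadjusted p under 0.05, 2 and 0 when adjusted over the list alone, and 0 and 0 with limma-voom).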

To ensuring adequate NADH and ATP production, *Tv. thiocyanoxidans* ARh2^T^ compensates this effect by the upregulation of the NADH:ubiquinone oxidoreductase, the Na^+^/H^+^ antiporter and by increased cytochrome c synthesis.

## Conclusion

In this study, we identified the putative potential of arsenic metabolism by the presence of Arx in 14 *Thioalkalivibrio* strains, and of Arr in two. Furthermore, we investigated the main mechanisms of arsenite resistance for *Tv. jannaschii* ALM2^T^ and *Tv. thiocyanoxidans* ARh2^T^. These strains do not share the same resistance to As(III), which is reflected in their growth response to different As(III) concentrations, in their repertoire of arsenic resistance genes, in their As(III)-oxidizing potential and in their transcriptome. From the gene expression, we discovered an involvement of vitamin B_12_ as the major player in the protection against arsenic-imposed oxidative stress, as well as the differential expression of DsrE/F-like proteins whose roles need to be elucidated in future research. Moreover, *Tv. jannaschii* ALM2^T^ induced the transcription of the *ars* gene operon and the Pst system, and *Tv. thiocanoxidans* ARh2^T^ increased expression of the *sox* and *apr* genes as well as different heat shock proteins. Comparing our results with the work of Fisher et al. (2008), we can postulate the formation of thioarsenates in the *Thioalkalivibrio* cultures, which were then microbiologically further oxidized by an as yet unknown enzymatic pathway to As(V). We hypothesize that a Soe-like protein is responsible for this oxidation, but evidence must be obtained by future work.

## Data Availability

The datasets generated for this study are deposited in the NCBI Sequence Read Archive under SRA accession numbers SRX5567239 to SRX5567253.

## Author Contributions

A-CA carried out the cultivation, the comparative sequence analyses, the RNA-Seq data analysis by sleuth, and drafted the manuscript. LC and MC carried out the analysis of the arsenic species. GM carried out the RNA-Seq data analysis by CLC. JS, DS, and GM assisted in the interpretation of the results, and together with LC provided a critical review of the manuscript. All authors read and approved the final version of the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Transcriptomic Analysis of Two Thioalkalivibrio Species Under Arsenite Stress Revealed a Potential Candidate Gene for an Alternative Arsenite Oxidation Pathway
**Source:** Front Microbiol. 2019 Jul 4;10:1514. doi: 10.3389/fmicb.2019.01514
**Supplement:** Supplementary file 1

Supplementary Material

Transcriptomic analysis of two Thioalkalivibrio species under arsenite stress revealed a potential candidate gene for an alternative arsenite oxidation pathway

Anne-Catherine Ahn, Lucia Cavalca, Milena Colombo, J. Merijn Schuurmans, Dimitry Y. Sorokin, Gerard Muyzer^*^

**
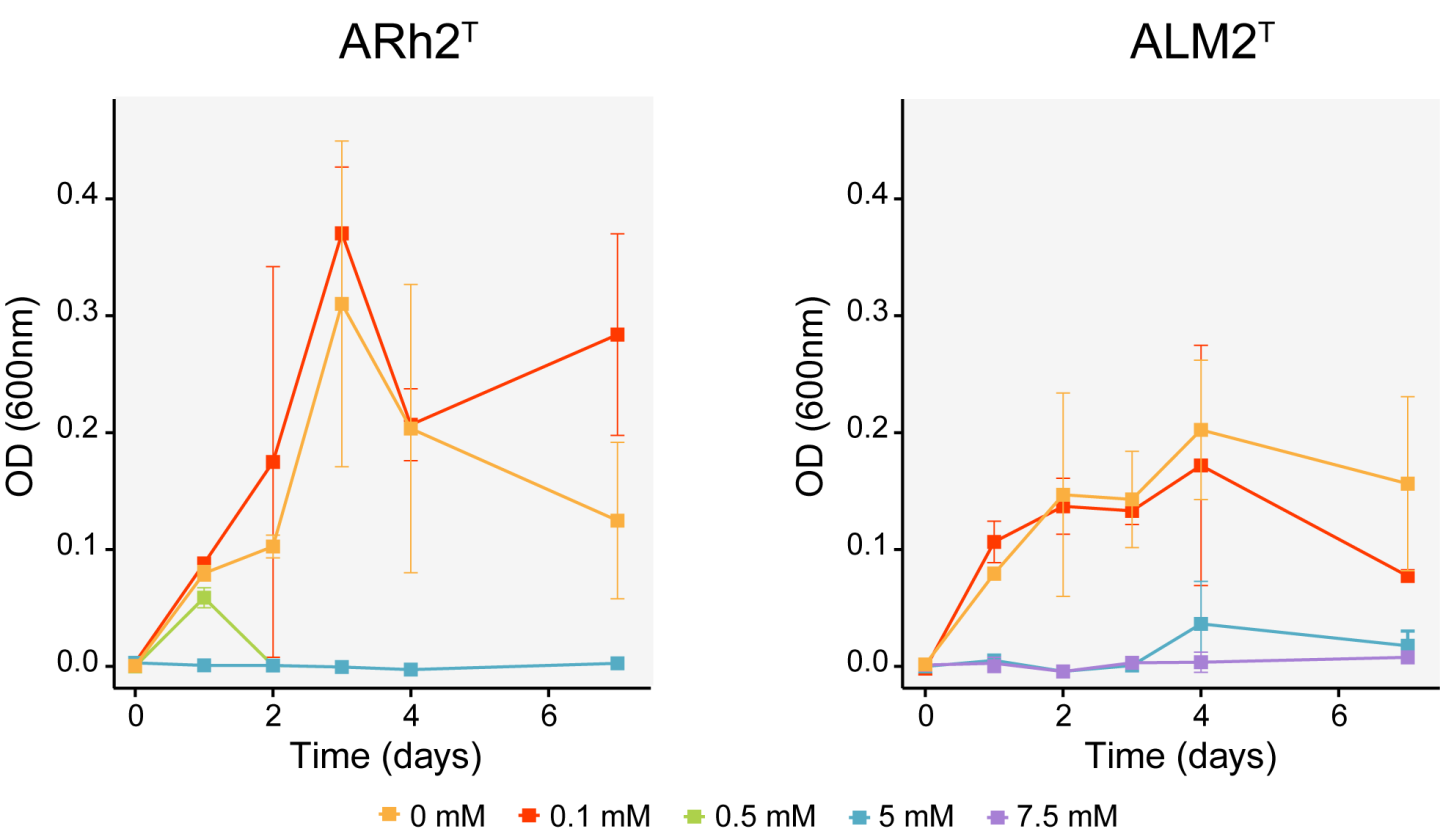
**

Supplementary Figure 1. Growth curves of *Tv. thiocyanoxidans* ARh2^T^ and *Tv. jannaschii* ALM2^T^ with various As(III) concentrations. Cultures were grown aerobically and with thiosulfate as their electron donor.

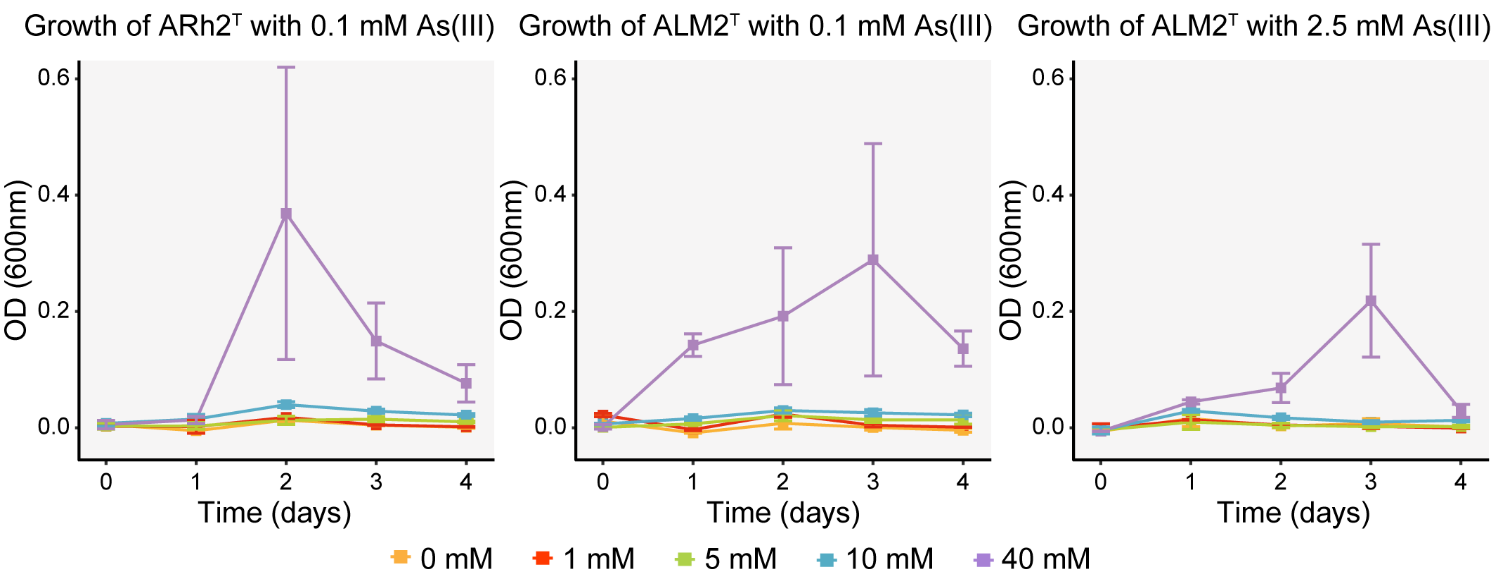

Supplementary Figure 2. Growth curves of *Tv. thiocyanoxidans* ARh2^T^ and *Tv. jannaschii* ALM2^T^ with various thiosulfate concentrations. Cultures were grown aerobically and with As(III).

**
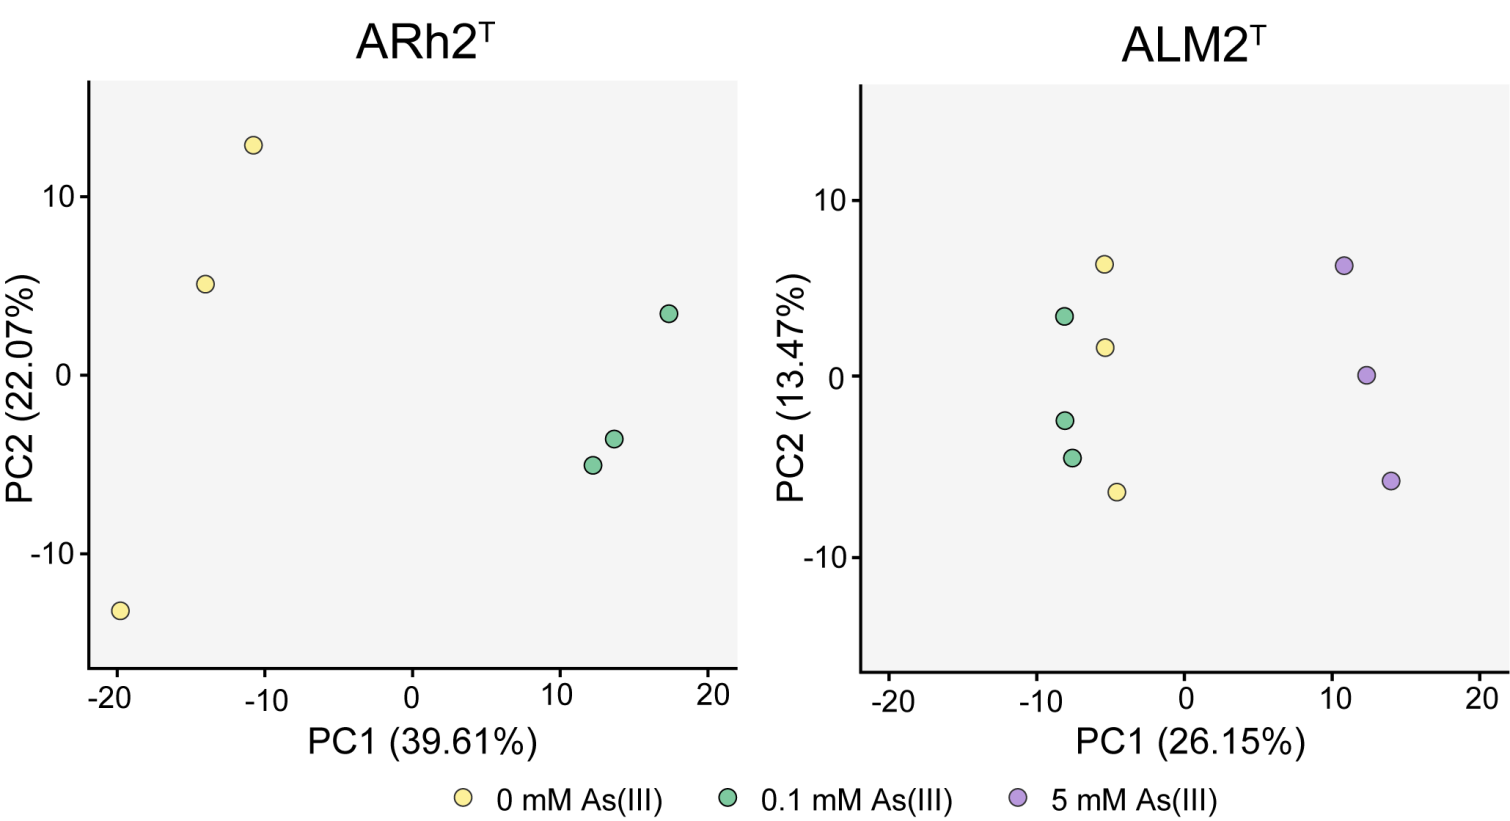
**

**Supplementary Figure 3**. Principle component analysis for the log_2_ RNA-Seq data of (A) *Tv. thiocyanoxidans* ARh2^T^ and (B) *Tv. jannaschii* ALM2^T^.

**
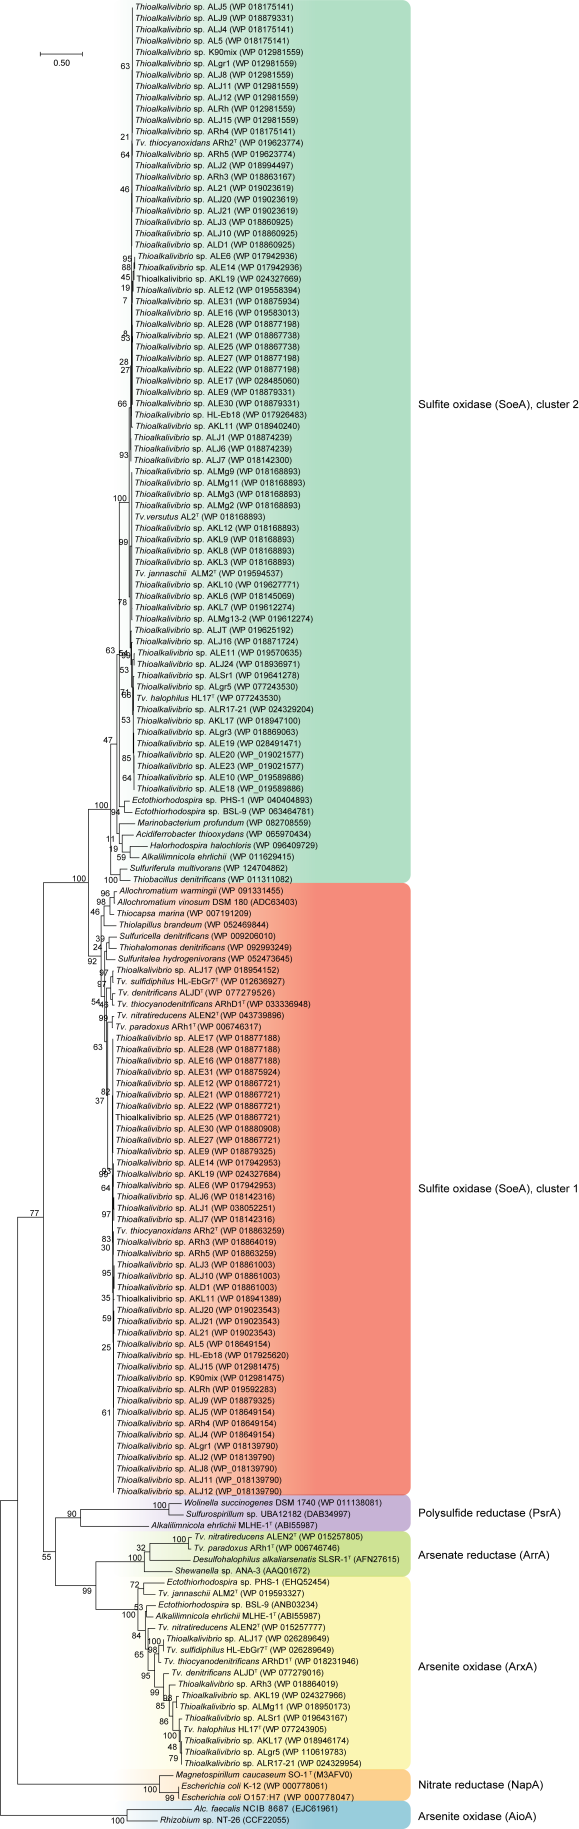
**

Supplementary Figure 4. Phylogenetic tree built with amino acid sequences of SoeA, SoeA-like and reference molybterin oxidoreductases. Accession number is provided for each sequence in the figure.

**Supplementary Table 1.** Differential expression data calculated with sleuth for the RNA-Seq samples of *Tv. thiocyanoxidans* ARh2^T^ (0.1 mM/0 mM As(III)), *Tv. jannaschii* ALM2^T^ (0.1 mM/0 mM As(III)) and *Tv. jannaschii* ALM2^T^ (5 mM/0 mM As(III)). The tables include the locus tag, *P*-value, q-value, b-value (beta-value), ste of b-value (standard error of the beta-value), mean of obs (mean of natural log counts of observations), var of obs (variance of observation), tech var (technical variance of observation from the bootstraps), sigma sq (raw estimator of the variance once the technical variance has been removed), smooth sigma sq (smooth regression fit for the shrinkage estimation), final sigma sq (max(sigma sq, smooth sigma sq); used for covariance estimation of beta), protein product and the raw read counts for the different RNA-Seq samples.

**Supplementary Table 2.** Differential expression data calculated with CLC for the RNA-Seq samples of *Tv. thiocyanoxidans* ARh2^T^ (0.1 mM/0 mM As(III)), *Tv. jannaschii* ALM2^T^ (0.1 mM/0 mM As(III) and 5 mM/0 mM As(III)). The tables include the locus tag, max group mean, log_2_ fold change, fold change, *P*-value, FDR *P*-value, Bonferroni and protein product.

**Supplementary Table 3**. Locus tags of genes used in the genomic comparison of arsenic resistance genes in *Alkalilimnicola ehrlichii* MLHE-1^T^, *Tv. jannaschii* ALM2^T^ and *Tv. thiocyanoxidans* ARh2^T^ (Figure 1).

**Supplementary Table 4.** List of putative ArsR proteins in *Tv. jannaschii* ALM2^T^ and *Tv. thiocyanoxidans* ARh2^T^ discovered by BLASTp using as subject the ArsR of *A. ehrlichii* MLHE-1^T^ (Mlg_2713) and of *Tv. jannaschii* ALM2^T^ (F816_RS0102085).

**Supplementary Table 5.** General information on the individual RNA-Seq samples analyzed by sleuth.

**Supplementary Table 6.** Most up- and downregulated genes in *Tv. thiocyanoxidans* ARh2^T^ during growth with 0.1 mM As(III) and compared to growth with 0 mM As(III).

**Supplementary Table 7.** Most up- and downregulated genes in *Tv. jannaschii* ALM2^T^ during growth with 0.1 mM As(III) and compared to growth with 0 mM As(III).

**Supplementary Table 8.** Most up- and downregulated genes for *Tv. jannaschii* ALM2^T^ during growth with 5 mM As(III) and compared to growth with 0 mM As(III).

**Supplementary Table 9.** Locus tags and differential expression values of genes used in the conceptual model.

How the deposited data were processed for this re-analysis (not part of the article)

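RNA from cultures of ARh2 T with 0 and 0.1 mM As(III) and of ALM2 T with 0, 0.1 and 5 mM As(III) was sequenced in 15 libraries, 3 per condition. Conditions and replicate numbers were taken from the sample labels and the paper's methods. The authors assigned the reads to the genes of each strain with kallisto (version 0.44.0 in the submitters' processing notes) and normalized them with sleuth (version 0.30.0). The deposited values are a signal for each gene and library, TPM divided by a size factor per library, and are named normalized TPM here. There are 3 tables, one per comparison, normalized separately by the authors. The 0 mM values of ALM2 T stand in both of its tables and differ only by a factor per library (largest relative difference 8.92e-10 after scaling). Every value column was used. These tables hold neither counts nor the authors' tests, whereas the analysis had been planned for counts or for tables of comparisons, so the test that the unit needs was used in place of the planned count test.

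Each comparison was tested with limma 3.58.1 in R 4.3.3, with a trend of the variance on the mean, on log2(normalized TPM + 1), over genes with a mean of at least 1 over its 6 libraries. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. The 5 and 0.1 mM cultures of ALM2 T were compared in a fit of its 9 libraries. For genes that Supplementary Table 9 sets in one row for both strains, the difference of the changes was tested on limma's estimates and adjusted over the pairs. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The test was tried on simulated data in which 200 genes were changed. Of 2-fold changes it recovered 82% in ARh2 T (2709 genes), 88% in ALM2 T at 0.1 mM (2473 genes) and 92% at 5 mM (2476 genes), and of 4-fold changes 98%, 98% and 96%. The share of false calls was 3.74%, 2.62% and 6.93%. The simulated noise was normal, with the standard deviations of the control libraries shuffled over the genes. It therefore lacks the relation of variance and mean in the data, and 200 changed genes ease the adjusted threshold. These shares do not tell how many 2-fold changes the test missed in the data, above all in ALM2 T at 0.1 mM.

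The deposited tables name genes by protein or sequence identifiers, and no reference genome was used here. Locus tags were linked to them through the reads of the paper's Supplementary Table 1, within a relative tolerance of 1e-05 for most, and through the *b* of Supplementary Tables 6 to 9. In ARh2 T 1945 were linked by reads and 12 by *b*, and in ALM2 T 343 and 62. Of neighbouring links on a contig, 1818 of 1818 in ARh2 T and 369 of 369 in ALM2 T were in the order of the locus tags. Of Supplementary Table 1, 1998 rows were used in ARh2 T and 718 were left out, and in ALM2 T at 0.1 mM 349 were used and 2484 left out. These are the rows with the lowest q-values of the study, up to 0.649 and 0.990, so that no overlap or enrichment was tested on them. At an unadjusted p under 0.05, 35.0% of linked and 0.918% of other genes passed in ALM2 T at 0.1 mM.

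Reads per gene were recovered from the normalized TPM by finding an effective gene length at which the value of every library is a whole number of reads (within 0.01), or from the reads of Supplementary Table 1 for linked genes. This gave 2571 genes in ARh2 T, of which 2507 came out whole in every library, 2249 and 2241 in ALM2 T at 0.1 mM and 2229 and 2221 at 5 mM. They were used for limma-voom, over genes with a mean of at least 5 reads, and for thinning. The depths given are those of the paper's Supplementary Table 5, and genes with few reads have fold changes of low precision.

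Genes named in the text are those that the paper names or lists in Supplementary Tables 3 and 9, the 10 largest increases and 10 largest decreases past the threshold in each comparison, and, as examples of a list, its 2 largest increases and 2 largest decreases. The values of Supplementary Tables 1, 2 and 6 to 9 had been seen when this rule was written. Further members of lists with 5 or fewer genes past the threshold were named after their values were seen. Product names were taken from Supplementary Tables 1, 2 and 6 to 8. Of Supplementary Table 2, 1976 rows were used in ARh2 T and 717 left out, 1977 and 723 in ALM2 T at 0.1 mM and 286 and 2428 at 5 mM, so that members of a list can be missing. These are the first rows in the order of the locus tags, and the lists by product are drawn from them. Linked genes outside them whose product fits a list were counted, and named, apart from the lists after their values were seen. Members were counted in 33 lists by protein product, in the transfer RNAs and in the 6 groups of Supplementary Table 9.

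The 0.1 and 5 mM cultures of ALM2 T were compared with the same 0 mM libraries. The genes called at both doses numbered 0 higher and 0 lower, of 249 and 209 called at 5 mM in the fit of the 9 libraries and 0 and 0 at 0.1 mM with limma (76 and 84 at an unadjusted p under 0.05, 1 with limma-voom), and independent lists would share 0 and 0. Alternatives were no moderation, no trend on the mean, centring on the median, genes with a mean natural-log read count under 4 left out, no transfer, ribosomal and other non-coding RNAs, the paper's thresholds (0.7 for *b* and 0.1 for p), the replicate number as a block, and each library left out. Added after the data were seen were pseudocounts of 0.5 and 5, a minimum mean of 5, no minimum and limma-voom.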

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

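The tests of depth at 5 mM, of sampling days and of other splits of the libraries were chosen after the results were seen. At 0.1 mM As(III), the changes of 38 of 59 genes matched by Supplementary Table 9 differed between ARh2 T and ALM2 T in a test of the difference on limma's estimates, 37 of them with the higher change in ARh2 T. Without the vitamin B12 genes, 27 of 42 differed. The difference was 5.16 on the log2 scale for the DsrE/F-like gene (G372_RS0107730) (adjusted p = 0.000118 on limma's estimates). It was 2.60 for *sox*A (G372_RS0102110), 2.48 for *cob*N (G372_RS0108030), 2.44 for *sox*X (G372_RS0102105) and 2.31 for *cob*A-*cob*O (G372_RS0108045) (adjusted p = 0.00715, 0.000111, 0.00794 and 0.000111 on limma's estimates). The increase of *sox*A in ARh2 T itself passed limma's test in 12 of 17 settings, and that of *sox*X in 12 of 17. The study chose these genes on the same samples, and in ARh2 T the sampling day changed with As(III).

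Among linked genes outside Supplementary Tables 6 to 9, 424 passed limma's test in ARh2 T and 70 in ALM2 T at 5 mM. Among the lists by product that the paper does not discuss, 21 of 43 ribosomal proteins passed in ARh2 T, 15 higher and 6 lower, and 7 of 12 flagellar genes in ALM2 T at 5 mM, 7 higher and 0 lower, where 29.7% and 29.0% of all named genes passed. The ribosomal counts were 11 higher and 0 lower without 0.1 mM replicate 1, 11 higher and 3 lower without 0.1 mM replicate 2, 9 higher and 0 lower without 0.1 mM replicate 3, 8 higher and 1 lower without 0 mM replicate 2, 10 higher and 0 lower without limma's moderation and 16 higher and 10 lower with limma-voom, and the flagellar counts 4 higher and 0 lower without 5 mM replicate 1, 5 mM replicate 2, 5 mM replicate 3 or 0 mM replicate 2 and 2 higher and 0 lower without limma's moderation.

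In ARh2 T, 598 genes passed limma's test at 0.1 mM As(III), with 287 without 0.1 mM replicate 1, 288 without 0.1 mM replicate 3 and 270 without 0 mM replicate 2, and the median depth was higher with As(III), with overlapping ranges. With the recovered reads of every library thinned to 1622414, the number in the shallowest, a median of 580 genes passed (558 to 621 over 20 draws, 549.5 of them shared with the test before thinning), against 636 of the same 2571 genes before thinning. This ratio of 0.912 argues against depth as the whole cause. As(III) and the later sampling cannot be told apart, since 0 sampling days were shared with the 0 mM cultures. The 10 splits of the libraries are too few for a share under 0.05, and 1 of them, the real one, gave as many genes (real 598, highest other 0).

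In ALM2 T, 638 genes changed differently at 5 and 0.1 mM, and 351 passed limma's test at 5 mM, with 211, 134 and 172 without 5 mM replicates 1, 2 and 3 and 202 and 215 without 0 mM replicates 1 and 2. At 0.1 mM 0 passed (76 higher and 84 lower at an unadjusted p under 0.05 from limma, 1 with limma-voom). The median number of pseudoaligned reads at 5 mM was 0.828 times that at 0.1 mM, which argues against deeper libraries as the cause. The dose and the later sampling cannot be told apart, since 0 sampling days of the 5 mM cultures were shared with the 0 mM cultures. The 10 splits of each comparison are too few for a share under 0.05, and the number with as many genes as the real one was 1 at 5 against 0 mM (real 351, highest other 2), 1 at 5 against 0.1 mM with these 6 libraries alone (real 657, highest other 0) and 10 at 0.1 against 0 mM (real 0, highest other 1).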

How the results depend on the processing

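The pseudocounts 0.5 and 5, the minimum mean of 5, no minimum, limma-voom on the recovered reads and, for 5 against 0.1 mM, the 6 libraries alone, the block and the left-out libraries were chosen after the data were seen. No named gene passed in the other direction in any setting. Of 215 of 454 named genes that passed limma's test in ARh2 T, 99 passed in every setting, and of 78 of 160 in ALM2 T at 5 mM, 27. Over named genes and settings together, calls were lost 709 times and gained 95 times in ARh2 T, lost 268 and gained 31 times in ALM2 T at 5 mM, and gained 3 times at 0.1 mM. Genes past the threshold numbered 598 in ARh2 T, 0 in ALM2 T at 0.1 mM (76 higher and 84 lower at an unadjusted p under 0.05), 351 at 5 mM and 638 at 5 against 0.1 mM with limma. Without limma's moderation there were 299 in ARh2 T and 130 in ALM2 T at 5 mM, and by the paper's thresholds on b and unadjusted p 186, 7 at 0.1 mM and 47 at 5 mM. With limma-voom 1 gene passed in ALM2 T at 0.1 mM. With 1 library left out, and so fewer samples, there were 270 to 582 in ARh2 T, 134 to 272 in ALM2 T at 5 mM and 430 to 506 at 5 against 0.1 mM. With both doses of ALM2 T taken as independent, 147 genes differed between them. Members of the lists past the threshold numbered 161 in ARh2 T, 0 in ALM2 T at 0.1 mM and 60 at 5 mM. In ARh2 T they were 99 without limma's moderation, 87 by the paper's thresholds and 94 to 162 with 1 library left out. At 0.1 mM in ALM2 T they were 2 by the paper's thresholds and 1 with limma-voom, and at 5 mM 32 without limma's moderation, 25 by the paper's thresholds and 39 to 52 with 1 library left out. Of the matched pairs, 27 changes differed between ARh2 T and ALM2 T at 5 mM, and 17 without the vitamin B12 pairs, with fewer pairs tested. Where no reason is given, the cause was not tested.

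Libraries with the same replicate number did not deviate together. The correlations of their deviations were -0.304 to -0.0520 in ARh2 T, -0.108 to -0.00100 in ALM2 T at 0.1 mM and -0.117 to 0.0860 at 5 mM, and 0, 0 and 2 libraries correlated best with their own number. With the replicate number as a block, 273 genes passed in ARh2 T, 0 in ALM2 T at 0.1 mM, 210 at 5 mM and 605 at 5 against 0.1 mM, and 104, 0 and 45 members of the lists. The settings named beside lists and genes leave the block out. With it, 7 ribosomal protein genes were higher and 0 lower in ARh2 T, against 15 and 6 without it. Aminoacyl-tRNA ligases in ARh2 T were 0 and 0, against 0 and 4. The *sox* genes of Supplementary Table 9 were 0 and 0 in ALM2 T at 5 mM, against 0 and 2, but kept 5 and 0 in ARh2 T. NADH:quinone oxidoreductase genes in ALM2 T at 5 mM kept 12 and 0. The authors' Wald p and DESeq2, set as alternatives before the values were known, were not run, since the deposited values are neither p-values nor counts. On the reads recovered for part of the genes limma-voom was run, and DESeq2 was not. The median log2 fold change of all tested genes was -0.01 in ARh2 T, 0.01 in ALM2 T at 0.1 mM and -0.01 at 5 mM. Depth limits genes with few reads, such as *usp*A and *pst*A in ALM2 T, whose fold changes move with the pseudocount.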

Differences from the paper's values

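The paper gives changes as *b*, on the natural log scale, and the values here were put on that scale. They were compared for 95 genes in ARh2 T, 61 in ALM2 T at 0.1 mM and 63 at 5 mM. The median difference was 0.00501, 0.000967 and 0.00925, and 0, 3 and 5 genes differed by more than the error. The paper's *b* in ALM2 T at 5 mM was 1.47 for *pst*A (F816_RS0102515), 1.26 for *pst*C (F816_RS0102510) and 1.13 for *pst*S (F816_RS0102505), against 0.736, 0.754 and 0.867 here. Of the alternatives set before the data were examined, 0 of 9 for *pst*A, 0 of 11 for *pst*C and 1 of 11 for *pst*S came within the error of the paper's value, the last without 5 mM replicate 3, and the others did not. For *usp*A (F816_RS0102065) the paper's *b* was 1.53 at 0.1 mM and 2.37 at 5 mM, against 0.743 and 1.42 here, and 0 of 10 and 0 of 11 of these alternatives came within the error. For *cob*N (F816_RS0104780) at 5 mM the paper's *b* was 1.16, against 1.01 here, and 3 of 12 came within the error, those without 0 mM replicate 1, 0 mM replicate 2 or 5 mM replicate 3, and the others did not.

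Settings chosen after seeing the values also came within the error at 5 mM. They were limma-voom on the recovered reads for *pst*A, *pst*S, *usp*A and *cob*N (1.44, 1.13, 2.37 and 1.17) and a pseudocount of 0.5 for *pst*S and *cob*N (0.994 and 1.08). Of the 35 linked genes that the paper lists as changed in ALM2 T at 5 mM, limma-voom fitted 34, passed 34 and gave no value for 1, and limma with the pseudocount of 0.5 dropped 4, both chosen after seeing the values, and limma with the pseudocount of 1 also dropped 4. No value came from limma-voom for *pst*C at 5 mM or *usp*A at 0.1 mM. With a pseudocount of 0.5 in place of 1, *b* moved towards the paper's value for all of *pst*A, *pst*C, *pst*S, *usp*A and *cob*N. At 5 mM it was 0.988 for *pst*A, 0.948 for *pst*C and 1.79 for *usp*A, and at 0.1 mM 1.02 for *usp*A. The 1 added before the log2 therefore accounts for at least part of these gaps.

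The paper's Supplementary Table 9 gives, in ALM2 T at 0.1 mM, a *b* of -0.388 for *sor*A (F816_RS0107855) and -0.249 for *sor*B (F816_RS0107860), against -0.247 and -0.388 here. Of the alternatives set before the data were examined, 0 of 12 for *sor*A and 2 of 12 for *sor*B came within the error, the latter without 0 mM replicate 2 or 0.1 mM replicate 1, and the others did not. The paper's Supplementary Table 1 gives -0.249 for *sor*A and -0.388 for *sor*B, the reverse of its Supplementary Table 9.

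With the paper's thresholds of 0.7 for *b* and 0.1 for the unadjusted p, the paper counts 2 upregulated and 1 downregulated genes in ALM2 T at 0.1 mM, against 5 and 2 here with limma's p. Of 12 alternatives set before the data were examined, those without limma's moderation (2), without 0.1 mM replicate 1 (3) and without 0.1 mM replicate 2 (3) came within 1.5 times the paper's count of upregulated genes, and the others did not (0 to 8). For downregulated genes none of the 12 did (0 to 8). Of the 3 genes that the paper lists there, 2 were tested, 2 had the paper's direction and 0 passed limma's test (76 higher and 84 lower genes at an unadjusted p under 0.05 in all, and 1 with limma-voom). Of the 185 genes it lists in ARh2 T, 173 were linked, 173 had its direction and 153 passed, and of 42 in ALM2 T at 5 mM 35, 35 and 31.

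The paper states that it detected no changes in the expression of genes of known antioxidation pathways in either strain. Of 22 antioxidant proteins with a value in ARh2 T, 5 rose, 5 fell and 12 did not pass limma's test, and of 6 in ALM2 T at 5 mM 1 rose, 2 fell and 3 did not pass. By the paper's thresholds there were 1 higher and 2 lower in ARh2 T and 0 higher and 0 lower in ALM2 T at 5 mM, where the counts by limma's adjusted p were 0 higher and 0 lower without 5 mM replicate 1, 5 mM replicate 2, 5 mM replicate 3, 0 mM replicate 1, 0 mM replicate 2 or limma's moderation and 1 higher and 1 lower without 0 mM replicate 3. The paper states that *pst*A was upregulated in ALM2 T at 0.1 mM, where it lay under the minimum mean and had an adjusted p = 0.645 from limma without that minimum. Its unadjusted p there was 0.0132 and its *b* 0.352, under the paper's threshold for *b*. It states that *pst*ABCS were upregulated at 5 mM. Of these, *pst*B and *pst*S passed, and *pst*A and *pst*C had an adjusted p = 0.0871 and 0.0588 from limma. They meet the paper's thresholds, with unadjusted p = 0.0180 and 0.00908 from limma and a *b* of 0.736 and 0.754. They passed the adjusted p without the trend on the mean (adjusted p = 0.0150 and 0.0124 from limma) and, in settings chosen after seeing the values, without the minimum mean (0.0189 and 0.0149) and, for *pst*A, with limma-voom (0.00339), with a range over all settings 0.00339 to 0.159 and 0.0124 to 0.196. The paper states that *usp*A was upregulated in ALM2 T at 0.1 mM, where its adjusted p was 0.717 from limma (range over all settings 0.467 to 0.996). With a *b* of 0.743 and an unadjusted p = 0.0240 from limma it meets the paper's thresholds.

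In ARh2 T, the paper states that *sox*YZXXAB and *apr*A were upregulated. Of these, *sox*Y, *sox*Z, *sox*A, a *sox*B gene and the *sox*X gene G372_RS0102105 passed, whereas *apr*A (G372_RS0102900) and the second *sox*X gene (G372_RS0102100) had an adjusted p = 0.0959 and 0.0855 from limma. Both meet the paper's thresholds, with unadjusted p = 0.0313 and 0.0261 from limma and a *b* of 1.45 and 1.18. They passed the adjusted p without 0 mM replicate 3 (adjusted p = 0.00460 from limma, range over all settings 0.00460 to 0.252 for *apr*A, and adjusted p = 0.00968 from limma, range over all settings 0.00968 to 0.236 for *sox*X). Of the chaperones that the paper names as upregulated, *dna*K, Hsp20, *grp*E and *dna*J passed, and *gro*EL (G372_RS0101945) had an adjusted p = 0.0916 and an unadjusted p = 0.0292 from limma with a *b* of 0.675, under the paper's threshold for *b*, and passed the adjusted p without 0 mM replicate 1 (adjusted p = 0.00570 from limma, range over all settings 0.00570 to 0.236). The paper states that the complete vitamin B12 pathway was upregulated in ALM2 T at 5 mM, where 5 of 17 genes with a value rose and 0 fell. There were 10 higher at an unadjusted p under 0.05 from limma, 8 when adjusted over the list alone, 3 higher and 0 lower by the paper's thresholds and 6 higher with limma-voom, chosen after seeing the values. The other 17 of the 34 genes of the group had no value here, and the paper also used the results of CLC.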

Other observations

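The limma-voom test, the test of runs and the counts outside the part of Supplementary Table 2 used were chosen after the results were seen. Lists are by product name. Of 50 ribosomal protein genes in ARh2 T with 0.1 mM As(III), 43 had a value, of which 15 rose and 6 fell (16 and 13 when adjusted over the list alone). L5 (G372_RS0100910) and L24 (G372_RS0100915) rose by 1.10 and 1.07 (adjusted p = 0.00241 and 0.00427 from limma, ranges over all settings 0.000760 to 0.0258 and 0.00124 to 0.0323). S20 (G372_RS0102750) and L13 (G372_RS0108650) fell by 1.60 and 1.56 (adjusted p = 0.0267 and 0.0453 from limma, ranges over all settings 0.0173 to 0.124 and 0.0301 to 0.164). For the ribosomal protein genes, the counts were 11 higher and 0 lower without 0.1 mM replicate 1, 11 higher and 3 lower without 0.1 mM replicate 2, 9 higher and 0 lower without 0.1 mM replicate 3, 8 higher and 1 lower without 0 mM replicate 2, 10 higher and 0 lower without limma's moderation and 16 higher and 10 lower with limma-voom. Of 12 aminoacyl-tRNA ligase genes, 10 had a value, of which 0 rose and 4 fell (0 and 8 when adjusted over the list alone). The glutamate enzyme (G372_RS0108130), the aspartate enzyme (G372_RS0104735), the cysteine enzyme (G372_RS0107665) and the leucine enzyme (G372_RS0106910) fell by 1.09, 0.70, 0.55 and 0.43 (adjusted p = 0.0285, 0.0346, 0.0116 and 0.0444 from limma, ranges over all settings 0.0175 to 0.122, 0.0216 to 0.117, 0.00735 to 0.0539 and 0.0309 to 0.127). For the aminoacyl-tRNA ligase genes, the counts were 0 higher and 0 lower without 0.1 mM replicate 1 or 0 mM replicate 2 and 0 higher and 1 lower without 0.1 mM replicate 3 or limma's moderation. Of 8 translation factor genes, 7 had a value, of which 2 rose and 2 fell (2 and 3 when adjusted over the list alone). Initiation factor IF-2 (G372_RS0103020) and release factor 1 (G372_RS0106050) rose by 0.69 and 0.37 (adjusted p = 0.0204 and 0.0335 from limma, ranges over all settings 0.0117 to 0.0762 and 0.0162 to 0.113). Elongation factor P (G372_RS0101080) and elongation factor G (G372_RS0100585) fell by 0.80 and 0.46 (adjusted p = 0.00733 and 0.0400 from limma, ranges over all settings 0.00392 to 0.0412 and 0.0336 to 0.127). For the translation factor genes, the counts were 0 higher and 1 lower without 0.1 mM replicate 1, 0.1 mM replicate 3 or 0 mM replicate 2, 1 higher and 1 lower without 0.1 mM replicate 2 or limma's moderation and 1 higher and 2 lower without 0 mM replicate 1. Of 7 genes of sigma factors and related regulators, 3 had a value, of which 0 rose and 1 fell (1 and 1 when adjusted over the list alone). The sigma factor RpoD (G372_RS0100380) fell by 1.08 (adjusted p = 0.00336 from limma, range over all settings 0.00189 to 0.0311). For the genes of sigma factors and related regulators, the counts were 1 higher and 1 lower without 0 mM replicate 3.

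Of 38 flagellar genes in ALM2 T with 5 mM As(III), 12 had a value, of which 7 rose and 0 fell (8 and 0 when adjusted over the list alone). The export gate protein FliP (F816_RS0100610) and FlhB (F816_RS0100625) rose by 0.81 and 0.76 (adjusted p = 0.0118 and 0.00651 from limma, ranges over all settings 0.00239 to 0.0764 and 0.000563 to 0.0433). For the flagellar genes, the counts were 4 higher and 0 lower without 5 mM replicate 1, 5 mM replicate 2, 5 mM replicate 3 or 0 mM replicate 2 and 2 higher and 0 lower without limma's moderation. The carboxysome is the shell around Rubisco, the enzyme of carbon fixation. Of 11 genes of the carboxysome and Rubisco, 5 had a value, of which 3 rose and 0 fell (5 and 0 when adjusted over the list alone). The carboxysomal carbonic anhydrase (F816_RS0108020), shell peptide B (F816_RS0108030) and shell peptide A (F816_RS0108025) rose by 0.49, 0.48 and 0.44 (adjusted p = 0.0131, 0.0369 and 0.0288 from limma, ranges over all settings 0.00232 to 0.0531, 0.0131 to 0.119 and 0.0239 to 0.101). Counts of genes of the carboxysome and Rubisco were 1 higher and 0 lower without 5 mM replicate 1, 0 mM replicate 1 or limma's moderation and 0 higher and 0 lower without 5 mM replicate 3. Of 6 hydrogenase genes, 3 had a value, of which 0 rose and 2 fell (0 and 2 when adjusted over the list alone). The maturation protease (F816_RS0109675) and the alpha subunit (F816_RS0109660) fell by 1.31 and 1.11 (adjusted p = 0.0270 and 0.00794 from limma, ranges over all settings 0.00921 to 0.121 and 0.000453 to 0.0687). For the hydrogenase genes, the counts were 0 higher and 1 lower without 5 mM replicate 1, 5 mM replicate 2, 0 mM replicate 2 or 0 mM replicate 3 and 0 higher and 0 lower without limma's moderation. Of 20 genes of iron, copper and zinc handling, 4 had a value, of which 0 rose and 2 fell (0 and 2 when adjusted over the list alone). A copper oxidase (F816_RS0108370) and CopD (F816_RS0108360) fell, CopD by 0.49 (adjusted p = 0.000323 and 0.0210 from limma, ranges over all settings 9.69e-07 to 0.0308 and 0.00769 to 0.0743). For the genes of iron, copper and zinc handling, the counts were 0 higher and 1 lower without 5 mM replicate 2, 5 mM replicate 3, 0 mM replicate 1, 0 mM replicate 2 or limma's moderation.

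Of 24 genes of multidrug and metal efflux in ALM2 T at 5 mM, 4 had a value, of which 1 rose and 2 fell (1 and 2 when adjusted over the list alone). An AcrB family gene (F816_RS0103170) rose by 0.45 (adjusted p = 0.0158 from limma, range over all settings 0.00284 to 0.0603). A second AcrB family gene (F816_RS0103110) fell by 0.47 (adjusted p = 0.0236 from limma, range over all settings 0.00437 to 0.0716). Counts of genes of multidrug and metal efflux were 1 higher and 1 lower without 5 mM replicate 1, 0 mM replicate 1 or 0 mM replicate 2 and 0 higher and 1 lower without 5 mM replicate 2 or 5 mM replicate 3. The other decrease was that of the TolC family gene (F816_RS0108375). Of 24 genes of pili and type II secretion in ALM2 T, 4 had a value, of which 1 rose and 1 fell (1 and 2 when adjusted over the list alone). A prepilin-type protein (F816_RS0102620) rose by 0.68 (adjusted p = 0.0132 from limma, range over all settings 0.00159 to 0.0764). PilT (F816_RS0109265) fell by 0.44 (adjusted p = 0.0125 from limma, range over all settings 0.00359 to 0.0542). For the genes of pili and type II secretion, the counts were 1 higher and 0 lower without 5 mM replicate 2 and 0 higher and 1 lower without limma's moderation. Of 15 chemotaxis genes in ALM2 T, 9 had a value, of which 1 rose and 0 fell (1 and 0 when adjusted over the list alone). A methyl-accepting chemotaxis protein (F816_RS0105550) rose by 0.41 (adjusted p = 0.0295 from limma, range over all settings 0.00793 to 0.0853). For the chemotaxis genes, the counts were 0 higher and 0 lower without 5 mM replicate 1, 5 mM replicate 2, 5 mM replicate 3, 0 mM replicate 2 or 0 mM replicate 3. Of 13 aminoacyl-tRNA ligase genes in ALM2 T, 4 had a value, of which 1 rose and 0 fell (2 and 0 when adjusted over the list alone). The phenylalanine beta subunit (F816_RS0102300) rose by 0.40 (adjusted p = 0.0317 from limma, range over all settings 0.00822 to 0.0975). For the aminoacyl-tRNA ligase genes, the counts were 0 higher and 0 lower without 5 mM replicate 1, 5 mM replicate 2, 5 mM replicate 3, 0 mM replicate 2, 0 mM replicate 3 or limma's moderation and 2 higher and 0 lower with limma-voom.

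Further lists were counted in ARh2 T. Of 19 genes with flagellar product names in ARh2 T, 13 had a value, of which 3 rose and 0 fell (4 and 0 when adjusted over the list alone). FliJ (G372_RS0104445) and FlhA (G372_RS0104395) rose by 0.71 and 0.64 (adjusted p = 0.00512 and 0.00686 from limma, ranges over all settings 0.00314 to 0.0339 and 0.00319 to 0.0402). For the genes with flagellar product names, the counts were 3 higher and 1 lower without 0.1 mM replicate 2. The third gene that rose, *exb*B (G372_RS0108035), has the product name MotA but stands in the vitamin B12 group of Supplementary Table 9, and ExbB energizes uptake across the outer membrane. Without it, a count made after the values were seen, 2 of 12 rose and 0 fell (2 higher and 1 lower without 0.1 mM replicate 2). Of 6 hydrogenase genes in ARh2 T, 4 had a value, of which 0 rose and 1 fell (0 and 1 when adjusted over the list alone). The alpha subunit (G372_RS0108540) fell by 0.76 (adjusted p = 0.00295 from limma, range over all settings 0.00163 to 0.0272). Of 22 genes of iron, copper and zinc handling in ARh2 T, 18 had a value, of which 3 rose and 2 fell (3 and 2 when adjusted over the list alone). The receptor *btu*B (G372_RS0108020), a ferritin (G372_RS0102165) and a cadmium-translocating ATPase (G372_RS0108240) rose by 1.21, 0.74 and 0.63 (adjusted p = 0.00194, 0.0103 and 0.0109 from limma, ranges over all settings 0.000760 to 0.0199, 0.00624 to 0.0511 and 0.00435 to 0.0488). An iron permease (G372_RS0101915) and a heavy metal ATPase (G372_RS0100350) fell by 0.90 and 0.72 (adjusted p = 0.0295 and 0.0360 from limma, ranges over all settings 0.0123 to 0.0886 and 0.0230 to 0.122). Counts of genes of iron, copper and zinc handling were 3 higher and 0 lower without 0.1 mM replicate 1 or limma's moderation, 3 higher and 1 lower without 0.1 mM replicate 2, 0.1 mM replicate 3 or 0 mM replicate 3 and 2 higher and 0 lower without 0 mM replicate 2. The gene *btu*B, listed here by its product name of TonB-dependent receptor, encodes the receptor for vitamin B12 and stands in the vitamin B12 group of Supplementary Table 9. Without it, a count made after the values were seen, 2 of 17 rose and 2 fell (1 higher and 0 lower without 0 mM replicate 2, 2 higher and 1 lower without 0 mM replicate 3, 0.1 mM replicate 2 or 0.1 mM replicate 3 and 2 higher and 0 lower without 0.1 mM replicate 1 or limma's moderation). Of 16 genes of multidrug and metal efflux in ARh2 T, 12 had a value, of which 1 rose and 0 fell (1 and 0 when adjusted over the list alone). A Bcr/CflA family transporter (G372_RS0104090) rose by 1.02 (adjusted p = 0.00614 from limma, range over all settings 0.00271 to 0.0348). For the genes of multidrug and metal efflux, the counts were 2 higher and 0 lower without 0 mM replicate 1, 2 higher and 1 lower without 0 mM replicate 3 and 1 higher and 1 lower without limma's moderation. Of 12 sulfur transfer genes in ARh2 T, 9 had a value, of which 1 rose and 3 fell (2 and 4 when adjusted over the list alone). A DsrE family protein (G372_RS0107600) rose by 0.90 (adjusted p = 0.0158 from limma, range over all settings 0.00516 to 0.0785). A sulfurtransferase (G372_RS0104970) and a rhodanese-like protein (G372_RS0105005) fell by 0.50 and 0.49 (adjusted p = 0.0461 and 0.0253 from limma, ranges over all settings 0.0316 to 0.127 and 0.0240 to 0.0844). For the sulfur transfer genes, the counts were 0 higher and 1 lower without 0.1 mM replicate 1, 1 higher and 1 lower without 0.1 mM replicate 2, 0 mM replicate 1 or 0 mM replicate 3, 1 higher and 0 lower without 0.1 mM replicate 3, 0 higher and 0 lower without 0 mM replicate 2, 0 higher and 2 lower without limma's moderation and 2 higher and 3 lower with limma-voom. The other decrease was that of a second rhodanese-like protein (G372_RS0107090).

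Of 27 genes of cyclic di-GMP turnover and binding, 20 had a value, of which 1 rose and 5 fell (1 and 6 when adjusted over the list alone). A bifunctional diguanylate cyclase and phosphodiesterase (G372_RS0104700) rose by 0.66 (adjusted p = 0.00866 from limma, range over all settings 0.00458 to 0.0397). A sensor diguanylate cyclase (G372_RS0104325) and a second bifunctional enzyme (G372_RS0104900) fell by 1.39 and 0.76 (adjusted p = 0.0226 from limma for the second, ranges over all settings 0.000449 to 0.0170 and 0.0157 to 0.0875). Counts of genes of cyclic di-GMP turnover and binding were 1 higher and 2 lower without 0.1 mM replicate 1 or 0 mM replicate 2 and 1 higher and 3 lower without 0.1 mM replicate 3. The others that fell encode GGDEF proteins (G372_RS0100290 and G372_RS0104860) and a PilZ domain protein (G372_RS0101090). Of 26 genes of outer membrane and cell wall synthesis, 19 had a value, of which 6 rose and 0 fell (7 and 0 when adjusted over the list alone). MurD (G372_RS0102430) and penicillin-binding protein 2 (G372_RS0102450) rose by 0.71 and 0.70 (adjusted p = 0.0217 and 0.0265 from limma, ranges over all settings 0.0142 to 0.0839 and 0.00655 to 0.0980). For the genes of outer membrane and cell wall synthesis, the counts were 0 higher and 0 lower without 0.1 mM replicate 1, 0.1 mM replicate 3 or 0 mM replicate 2, 3 higher and 0 lower without 0 mM replicate 1 and 1 higher and 0 lower without limma's moderation. Of 12 nitrogen uptake genes, 4 had a value, of which 3 rose and 0 fell (3 and 0 when adjusted over the list alone). The P-II regulator (G372_RS0107020), glutamate synthase (G372_RS0100370) and the regulator NR(I) (G372_RS0100690) rose by 0.70, 0.66 and 0.48 (adjusted p = 0.00805, 0.0305 and 0.0448 from limma, ranges over all settings 0.00230 to 0.0571, 0.00916 to 0.104 and 0.0315 to 0.142). For the nitrogen uptake genes, the counts were 1 higher and 0 lower without 0.1 mM replicate 1, 0.1 mM replicate 3, 0 mM replicate 2 or limma's moderation. Of 26 DNA repair genes, 20 had a value, of which 5 rose and 1 fell (5 and 3 when adjusted over the list alone). UvrC (G372_RS0105300) and uracil-DNA glycosylase (G372_RS0103405) rose by 0.68 and 0.57 (adjusted p = 0.0125 and 0.0204 from limma, ranges over all settings 0.00708 to 0.0554 and 0.0136 to 0.0746). An SOS peptidase (G372_RS0106265) fell by 0.54 (adjusted p = 0.0305 from limma, range over all settings 0.0196 to 0.0944). For the DNA repair genes, the counts were 0 higher and 0 lower without 0.1 mM replicate 1, 0.1 mM replicate 3 or 0 mM replicate 2, 2 higher and 0 lower without 0.1 mM replicate 2, 4 higher and 0 lower without 0 mM replicate 1, 2 higher and 2 lower without limma's moderation and 5 higher and 3 lower with limma-voom. The other DNA repair genes that rose encode MutS (G372_RS0107990), the 8-oxo-dGTP diphosphatase MutT (G372_RS0102360) and RecO (G372_RS0101455). Of 12 toxin-antitoxin genes, 10 had a value, of which 2 rose and 0 fell (3 and 1 when adjusted over the list alone). The toxin BrnT (G372_RS13980) and an antitoxin (G372_RS0101550) rose by 1.02 and 0.84 (adjusted p = 0.00291 and 0.00521 from limma, ranges over all settings 0.00163 to 0.0248 and 0.00326 to 0.0348). For the toxin-antitoxin genes, the counts were 2 higher and 1 lower without 0 mM replicate 3.

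Of 18 genes of pili and type II secretion in ARh2 T, 15 had a value, of which 0 rose and 2 fell (0 and 1 when adjusted over the list alone). A prepilin-type protein (G372_RS0100265) and PilZ (G372_RS0109340) fell by 0.68 and 0.44 (adjusted p = 0.0439 from limma for the second, ranges over all settings 0.00561 to 0.0492 and 0.0282 to 0.137). Counts of genes of pili and type II secretion were 0 higher and 1 lower without 0.1 mM replicate 1, 0.1 mM replicate 2, 0.1 mM replicate 3, 0 mM replicate 1, 0 mM replicate 2 or limma's moderation and 1 higher and 2 lower with limma-voom. Of 12 genes of the tricarboxylic acid cycle, 7 had a value, of which 1 rose and 1 fell (1 and 1 when adjusted over the list alone). Malate dehydrogenase (G372_RS0103615) rose by 0.42 (adjusted p = 0.0358 from limma, range over all settings 0.0270 to 0.119). Citrate synthase (G372_RS0104390) fell by 0.74 (adjusted p = 0.00545 from limma, range over all settings 0.00277 to 0.0328). For the genes of the tricarboxylic acid cycle, the counts were 0 higher and 1 lower without 0.1 mM replicate 1, 0.1 mM replicate 2, 0.1 mM replicate 3, 0 mM replicate 2, 0 mM replicate 3 or limma's moderation. Of 3 iron-sulfur cluster assembly genes, 3 had a value, of which 0 rose and 1 fell (1 and 1 when adjusted over the list alone). ApbC (G372_RS0103360) fell by 0.64 (adjusted p = 0.0299 from limma, range over all settings 0.0185 to 0.100). For the iron-sulfur cluster assembly genes, the counts were 0 higher and 0 lower without 0.1 mM replicate 1, 0.1 mM replicate 3, 0 mM replicate 2 or 0 mM replicate 3, 1 higher and 0 lower without 0 mM replicate 1 or limma's moderation and 1 higher and 1 lower with limma-voom. Of 8 genes of glycogen and compatible solutes, 6 had a value, of which 0 rose and 1 fell (0 and 1 when adjusted over the list alone). The branching enzyme GlgB (G372_RS0101245) fell by 0.56 (adjusted p = 0.0356 from limma, range over all settings 0.0223 to 0.116). Counts of genes of glycogen and compatible solutes were 0 higher and 0 lower without 0.1 mM replicate 1, 0.1 mM replicate 2, 0 mM replicate 1, 0 mM replicate 2 or limma's moderation.

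Other lists had no gene past limma's test. Of 2 genes of the carboxysome and Rubisco in ARh2 T, 1 had a value and did not pass (0 higher and 1 lower at an unadjusted p under 0.05, 0 and 1 when adjusted over the list alone, and 0 and 1 with limma-voom, and 0 higher and 1 lower without 0 mM replicate 1 or 0 mM replicate 3). Of 7 chemotaxis genes in ARh2 T, 5 had a value and none passed (0 higher and 1 lower at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, and 0 and 0 with limma-voom). Of 7 heterodisulfide reductase and lipoate genes in ARh2 T, 6 had a value and none passed (0 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, and 0 and 0 with limma-voom, and 0 higher and 1 lower without 0 mM replicate 3). Of 7 heterodisulfide reductase and lipoate genes in ALM2 T at 5 mM, 2 had a value and none passed (0 higher and 1 lower at an unadjusted p under 0.05, 0 and 1 when adjusted over the list alone, and 0 and 0 with limma-voom). Of 11 iron-sulfur cluster assembly genes in ALM2 T, 2 had a value and none passed (0 higher and 1 lower at an unadjusted p under 0.05, 0 and 1 when adjusted over the list alone, and 0 and 1 with limma-voom). Of 24 DNA repair genes in ALM2 T, 3 had a value and none passed (0 higher and 1 lower at an unadjusted p under 0.05, 0 and 1 when adjusted over the list alone, and 0 and 1 with limma-voom). Of 38 cyclic di-GMP genes in ALM2 T, 4 had a value and none passed (2 higher and 0 lower at an unadjusted p under 0.05, 2 and 0 when adjusted over the list alone, and 2 and 0 with limma-voom). Of 11 sigma factor genes in ALM2 T, 2 had a value and none passed (0 higher and 1 lower at an unadjusted p under 0.05, 0 and 1 when adjusted over the list alone, and 0 and 0 with limma-voom). Of 12 nitrogen uptake genes in ALM2 T, 1 had a value and did not pass (0 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, and 0 and 0 with limma-voom). Of 11 genes of the tricarboxylic acid cycle in ALM2 T, 1 had a value and did not pass (0 higher and 1 lower at an unadjusted p under 0.05, 0 and 1 when adjusted over the list alone, and 0 and 0 with limma-voom, and 0 higher and 1 lower without 5 mM replicate 1). Of 14 genes of outer membrane and cell wall synthesis in ALM2 T, 2 had a value and none passed (1 higher and 0 lower at an unadjusted p under 0.05, 1 and 0 when adjusted over the list alone, and 1 and 0 with limma-voom).

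At 0.1 mM in ALM2 T none of these lists had a gene past limma's test. The genes of ALM2 T with a name at 0.1 mM were those at the top of a table sorted by the study's q-value, so 35.0% of them and 0.918% of the others had an unadjusted p under 0.05, and counts adjusted over a list alone are no evidence that its genes moved. Of 13 aminoacyl-tRNA ligase genes, 4 had a value, with 0 higher and 3 lower at an unadjusted p under 0.05 (0 and 2 when adjusted over the list alone, 0 and 0 with limma-voom). Of 11 carboxysome and Rubisco genes, 5 had a value, with 0 higher and 4 lower at an unadjusted p under 0.05 (0 and 4 when adjusted over the list alone, 0 and 0 with limma-voom). Of 38 flagellar genes, 12 had a value, with 0 higher and 9 lower at an unadjusted p under 0.05 (0 and 3 when adjusted over the list alone, 0 and 0 with limma-voom). Of 15 chemotaxis genes, 9 had a value, with 0 higher and 8 lower at an unadjusted p under 0.05 (0 and 8 when adjusted over the list alone, 0 and 0 with limma-voom). Of 24 genes of pili and type II secretion, 4 had a value, with 0 higher and 2 lower at an unadjusted p under 0.05 (0 and 2 when adjusted over the list alone, 0 and 1 with limma-voom). Of 7 heterodisulfide reductase and lipoate genes, 2 had a value, with 2 higher and 0 lower at an unadjusted p under 0.05 (2 and 0 when adjusted over the list alone, 0 and 0 with limma-voom). Of 20 genes of iron, copper and zinc handling, 4 had a value, with 1 higher and 1 lower at an unadjusted p under 0.05 (0 and 0 when adjusted over the list alone, 0 and 0 with limma-voom). Of 24 DNA repair genes, 3 had a value, with 1 higher and 0 lower at an unadjusted p under 0.05 (0 and 0 when adjusted over the list alone, 0 and 0 with limma-voom). Of 38 cyclic di-GMP genes, 4 had a value, with 0 higher and 2 lower at an unadjusted p under 0.05 (0 and 0 when adjusted over the list alone, 0 and 0 with limma-voom). Of 12 nitrogen uptake genes, 1 had a value, with 1 higher and 0 lower at an unadjusted p under 0.05 (1 and 0 when adjusted over the list alone, 0 and 0 with limma-voom). Of 11 genes of the tricarboxylic acid cycle, 1 had a value, with 0 higher and 1 lower at an unadjusted p under 0.05 (0 and 1 when adjusted over the list alone, 0 and 0 with limma-voom).

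Counts at 0.1 mM were 0 higher and 0 lower by limma's test, at an unadjusted p under 0.05, when adjusted over the list alone and with limma-voom for 3 of 6 hydrogenase genes, 2 of 11 iron-sulfur cluster assembly genes, 4 of 24 efflux genes, 2 of 11 sigma factor genes and 2 of 14 cell envelope genes. In ALM2 T no gene in the part of Supplementary Table 2 used had a value among 15 ribosomal proteins, 8 translation factors, 8 genes of the ATP synthase, 11 of terminal oxidases and the cytochrome *bc*1 complex, 6 mobile elements, 18 toxin-antitoxin genes and 6 of glycogen and compatible solutes. That part named no product of cytochrome c maturation in ALM2 T or of the ATP synthase in ARh2 T.

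Further genes whose product fits a list lay outside the part of Supplementary Table 2 used, were named through Supplementary Table 1, where larger changes were named more often, and were counted, and named here, after their values were seen. Of 10 such ribosomal protein genes in ALM2 T at 5 mM, 8 rose and 0 fell. L1 (F816_RS0113730) and L24 (F816_RS0111670) rose by 0.73 and 0.65 (adjusted p = 0.00972 and 0.00667 from limma, ranges over all settings 0.000763 to 0.0684 and 0.000538 to 0.0433). For these ribosomal protein genes, the counts were 5 higher and 0 lower without 0 mM replicate 2, 4 higher and 0 lower without 5 mM replicate 2 and 3 higher and 0 lower without limma's moderation. The 1 such efflux gene in ALM2 T rose. A HlyD family protein (F816_RS0111405) rose by 0.91 (adjusted p = 0.0483 from limma, range over all settings 0.00913 to 0.164). For this efflux gene, the count was 0 higher and 0 lower without 0 mM replicate 1, 0 mM replicate 2, 0 mM replicate 3, 5 mM replicate 1, 5 mM replicate 2, 5 mM replicate 3 or limma's moderation. The 1 such toxin-antitoxin gene in ALM2 T rose. A RelE family toxin (F816_RS0112105) rose by 0.54 (adjusted p = 0.0414 from limma, range over all settings 0.0314 to 0.151). For this toxin-antitoxin gene, the count was 0 higher and 0 lower without 0 mM replicate 1, 0 mM replicate 2, 0 mM replicate 3, 5 mM replicate 2, 5 mM replicate 3 or limma's moderation and 0 higher and 0 lower with limma-voom. Of 2 such cell envelope genes in ALM2 T, 1 rose and 0 fell. Penicillin-binding protein 2 (F816_RS0113110) rose by 0.33 (adjusted p = 0.0495 from limma, range over all settings 0.0222 to 0.144). For these cell envelope genes, the counts were 0 higher and 0 lower without 0 mM replicate 1, 0 mM replicate 2, 0 mM replicate 3, 5 mM replicate 1, 5 mM replicate 2, 5 mM replicate 3 or limma's moderation. The 14 genes of 8 other lists did not pass limma's test at 5 mM (2 higher and 2 lower at an unadjusted p under 0.05, 1 and 1 with limma-voom), among them 2 mobile elements, and 1 gene of iron, copper and zinc handling was lower without 0 mM replicate 1. None of the 31 genes of 14 lists passed at 0.1 mM (1 higher and 8 lower at an unadjusted p under 0.05, 0 and 0 with limma-voom).

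Of 11 such genes of the carboxysome and Rubisco in ARh2 T, 5 rose and 1 fell. The carboxysomal carbonic anhydrase (G372_RS0112695) and shell peptide B (G372_RS0112705) rose by 1.23 and 1.15 (adjusted p = 0.00202 and 0.00202 from limma, ranges over all settings 0.000817 to 0.0207 and 0.000558 to 0.0186). The large subunit *rbc*L (G372_RS0112680) fell by 0.59 (adjusted p = 0.0475 from limma, range over all settings 0.0306 to 0.148). For these genes of the carboxysome and Rubisco, the counts were 5 higher and 0 lower without 0 mM replicate 1 or 0.1 mM replicate 1 and 4 higher and 0 lower without 0 mM replicate 2, 0.1 mM replicate 2, 0.1 mM replicate 3 or limma's moderation. The others that rose encode peptide A (G372_RS0112700), a shell protein (G372_RS0112690) and a CbbQ family protein (G372_RS0112745). *rbc*L did not pass with any of the 6 libraries left out (adjusted p = 0.0546 to 0.148 from limma), nor without limma's moderation or without transfer, ribosomal and other non-coding RNAs (adjusted p = 0.0762 and 0.0521 from limma, range over all settings 0.0306 to 0.148). Of 9 such iron-sulfur cluster assembly genes in ARh2 T, 7 rose and 0 fell. The co-chaperone HscB (G372_RS0112525) and IscA (G372_RS0112520) rose by 1.19 and 1.02 (adjusted p = 0.00834 and 0.00679 from limma, ranges over all settings 0.00263 to 0.0619 and 0.00319 to 0.0474). For these iron-sulfur cluster assembly genes, the counts were 3 higher and 0 lower without 0 mM replicate 2 or limma's moderation and 4 higher and 0 lower without 0.1 mM replicate 1, 0.1 mM replicate 2 or 0.1 mM replicate 3. Of 18 such flagellar genes in ARh2 T, 7 rose and 1 fell. The P-ring protein FlgI (G372_RS0113165) and FlgJ (G372_RS0113170) rose by 0.77 and 0.76 (adjusted p = 0.00295 and 0.0203 from limma, ranges over all settings 0.00157 to 0.0272 and 0.0131 to 0.0838). The anti-sigma factor FlgM (G372_RS0113110) fell by 0.77 (adjusted p = 0.0252 from limma, range over all settings 0.0164 to 0.0980). For these flagellar genes, the counts were 1 higher and 0 lower without 0 mM replicate 2, 8 higher and 0 lower without 0.1 mM replicate 1, 2 higher and 1 lower without 0.1 mM replicate 2, 1 higher and 1 lower without 0.1 mM replicate 3 and 3 higher and 1 lower without limma's moderation. Of 3 such ribosomal protein genes in ARh2 T, 0 rose and 1 fell. S2 (G372_RS0111845) fell by 0.81 (adjusted p = 0.0265 from limma, range over all settings 0.0161 to 0.0968). For these ribosomal protein genes, the counts were 0 higher and 0 lower without 0 mM replicate 2, 0.1 mM replicate 1, 0.1 mM replicate 3 or limma's moderation. Of 7 such aminoacyl-tRNA ligase genes in ARh2 T, 1 rose and 2 fell. The phenylalanine beta subunit (G372_RS0113080) rose by 0.64 (adjusted p = 0.0187 from limma, range over all settings 0.0118 to 0.0682). The methionine enzyme (G372_RS0103355) and the glycine alpha subunit (G372_RS0110195) fell by 0.83 and 0.67 (adjusted p = 0.0142 and 0.00614 from limma, ranges over all settings 0.00667 to 0.0682 and 0.00319 to 0.0349). For these aminoacyl-tRNA ligase genes, the counts were 0 higher and 2 lower without 0 mM replicate 2, 0.1 mM replicate 1, 0.1 mM replicate 2 or 0.1 mM replicate 3 and 0 higher and 1 lower without limma's moderation. Of 6 such ATP synthase genes in ARh2 T, 1 rose and 0 fell. The epsilon subunit (G372_RS0110250) rose by 0.85 (adjusted p = 0.0422 from limma, range over all settings 0.0257 to 0.140). For these ATP synthase genes, the counts were 2 higher and 0 lower without 0 mM replicate 1, 0 higher and 0 lower without 0 mM replicate 2, 0 mM replicate 3, 0.1 mM replicate 3 or limma's moderation, 0 higher and 1 lower without 0.1 mM replicate 2 and 2 higher and 0 lower with limma-voom.

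Of 9 such efflux genes in ARh2 T, 1 rose and 1 fell. An AcrB family gene (G372_RS0112675) rose by 0.71 (adjusted p = 0.00909 from limma, range over all settings 0.00480 to 0.0425). A HlyD family adaptor (G372_RS0110545) fell by 0.91 (adjusted p = 0.00416 from limma, range over all settings 0.00217 to 0.0264). For these efflux genes, the counts were 3 higher and 1 lower without 0.1 mM replicate 2, 2 higher and 2 lower without limma's moderation and 2 higher and 2 lower with limma-voom. Of 9 such cyclic di-GMP genes in ARh2 T, 0 rose and 2 fell. A diguanylate cyclase response regulator (G372_RS0110795) and a GGDEF domain protein (G372_RS0112450) fell by 0.85 and 0.80 (adjusted p = 0.00494 and 0.00646 from limma, ranges over all settings 0.00262 to 0.0317 and 0.00319 to 0.0373). Of 4 such toxin-antitoxin genes in ARh2 T, 2 rose and 1 fell. A YoeB family toxin (G372_RS14105) and a Phd/YefM family antitoxin (G372_RS0112475) rose by 0.87 and 0.40 (adjusted p = 0.0280 and 0.0358 from limma, ranges over all settings 0.0186 to 0.115 and 0.0305 to 0.129). A HicB family antitoxin (G372_RS0112265) fell by 0.55 (adjusted p = 0.0103 from limma, range over all settings 0.00996 to 0.0571). For these toxin-antitoxin genes, the counts were 1 higher and 1 lower without 0 mM replicate 1, 0 mM replicate 2 or limma's moderation, 0 higher and 1 lower without 0.1 mM replicate 1, 0.1 mM replicate 2 or 0.1 mM replicate 3 and 2 higher and 0 lower with limma-voom. Of 2 such genes of glycogen and compatible solutes in ARh2 T, 0 rose and 2 fell. Malto-oligosyltrehalose trehalohydrolase (G372_RS0112775) and the synthase beside it (G372_RS0112780) fell by 1.02 and 0.46 (adjusted p = 0.0128 and 0.0365 from limma, ranges over all settings 0.00553 to 0.0583 and 0.0226 to 0.0983). For these genes of glycogen and compatible solutes, the counts were 0 higher and 1 lower without 0 mM replicate 1, 0.1 mM replicate 1, 0.1 mM replicate 2 or 0.1 mM replicate 3 and 0 higher and 0 lower without 0 mM replicate 2 or limma's moderation. Of 4 such nitrogen uptake genes in ARh2 T, 0 rose and 1 fell (1 higher and 2 lower at an unadjusted p under 0.05, 0 and 1 with limma-voom). A P-II regulator (G372_RS0112845) fell by 0.58 (adjusted p = 0.0494 from limma, range over all settings 0.0443 to 0.136). For these nitrogen uptake genes, the counts were 0 higher and 0 lower without 0 mM replicate 1, 0 mM replicate 2, 0 mM replicate 3, 0.1 mM replicate 1, 0.1 mM replicate 2 or 0.1 mM replicate 3. The gene of a folylpolyglutamate synthase (G372_RS0110625), an enzyme of folate synthesis that matched this list by the words glutamate synthase alone and is left out of these counts, rose by 0.44 (adjusted p = 0.0252 from limma). It did not pass without 0 mM replicate 1, 0 mM replicate 2, 0.1 mM replicate 1 or 0.1 mM replicate 2 (adjusted p = 0.0501, 0.0687, 0.0924 and 0.0683 from limma, range over all settings 0.0166 to 0.0924).

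Of 4 such sigma factor genes in ARh2 T, 1 rose and 1 fell. A sigma-24 subunit (G372_RS0109935) rose by 0.66 (adjusted p = 0.0147 from limma, range over all settings 0.00777 to 0.0583). For these sigma factor genes, the counts were 1 higher and 0 lower without 0 mM replicate 2, 0.1 mM replicate 1 or 0.1 mM replicate 2, 0 higher and 1 lower without 0.1 mM replicate 3 and 0 higher and 0 lower without limma's moderation. The gene that fell was FlgM (G372_RS0113110), which is also among the flagellar genes. Of 3 such genes of iron, copper and zinc handling in ARh2 T, 1 rose and 0 fell. A bacterioferritin (G372_RS0112725) rose by 0.60 (adjusted p = 0.0360 from limma, range over all settings 0.0161 to 0.118). For these genes of iron, copper and zinc handling, the counts were 0 higher and 0 lower without 0 mM replicate 1, 0 mM replicate 2, 0 mM replicate 3, 0.1 mM replicate 2, 0.1 mM replicate 3 or limma's moderation. Of 4 such chemotaxis genes in ARh2 T, 0 rose and 1 fell. The methyltransferase CheR (G372_RS0113125) fell by 0.42 (adjusted p = 0.0435 from limma, range over all settings 0.0314 to 0.143). For these chemotaxis genes, the counts were 0 higher and 0 lower without 0 mM replicate 1, 0 mM replicate 2, 0.1 mM replicate 1, 0.1 mM replicate 3 or limma's moderation, 0 higher and 2 lower without 0 mM replicate 3 and 0 higher and 2 lower with limma-voom. Of 5 such DNA repair genes in ARh2 T, 0 rose and 1 fell. The helicase RecQ (G372_RS0112555) fell by 0.76 (adjusted p = 0.0289 from limma, range over all settings 0.0165 to 0.105). For these DNA repair genes, the counts were 0 higher and 0 lower without 0 mM replicate 2, 0.1 mM replicate 1, 0.1 mM replicate 3 or limma's moderation and 1 higher and 0 lower without 0 mM replicate 3. The 1 such gene of the tricarboxylic acid cycle in ARh2 T fell. The succinate dehydrogenase subunit *sdh*B (G372_RS0105635) fell by 0.39 (adjusted p = 0.0401 from limma, range over all settings 0.0307 to 0.136). For this gene of the tricarboxylic acid cycle, the count was 0 higher and 0 lower without 0 mM replicate 1, 0 mM replicate 2, 0 mM replicate 3, 0.1 mM replicate 1, 0.1 mM replicate 2, 0.1 mM replicate 3 or limma's moderation. The 13 such genes of 5 other lists did not pass limma's test in ARh2 T (3 higher and 2 lower at an unadjusted p under 0.05, 1 and 0 with limma-voom). Of these, 1 phosphate uptake gene was higher without 0 mM replicate 3 and 1 mobile element without 0 mM replicate 1.

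Coding sequences listed at 0 in every ALM2 T library lay next to each other on the genome. The 327 coding sequences formed 113 runs of neighbours, the longest of 31 and 14 of at least 5, against 270 to 306 runs in 1000 random placements, which argues against zeros spread at random. It remains open whether these genes had little RNA or the culture differs from the reference in stretches, and neither need hold for all of them. The genes of Supplementary Table 9 with no sleuth value were not linked to the rows at 0. They lay at a median percentile of 10.85 of the CLC level in the comparison of 0.1 with 0 mM, between the bounds of 10 and 25 set for either answer. While *arx*A lay at 9.96, *btu*B lay at 95.1, *cob*A (F816_RS0104785) at 88.8 and F816_RS0102080 at 80.9. Little RNA therefore does not describe each of the genes with no sleuth value. Named genes within 3 positions of a zero had a log2 ratio of CLC level to deposited value 0.0662 above other named genes (medians 0.596 over 57 and 0.529 over 236 genes, permutation p = 0.242), under the bound of 0.1 set for no difference, but by less than the standard error of 0.113. No biological explanation was tested.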
